# Highly structured homolog pairing reflects functional organization of the *Drosophila* genome

**DOI:** 10.1038/s41467-019-12208-3

**Published:** 2019-10-03

**Authors:** Jumana AlHaj Abed, Jelena Erceg, Anton Goloborodko, Son C. Nguyen, Ruth B. McCole, Wren Saylor, Geoffrey Fudenberg, Bryan R. Lajoie, Job Dekker, Leonid A. Mirny, C.-ting Wu

**Keywords:** Computational biology and bioinformatics, Epigenetics, Functional genomics, Molecular biology

## Abstract

*Trans*-homolog interactions have been studied extensively in *Drosophila*, where homologs are paired in somatic cells and transvection is prevalent. Nevertheless, the detailed structure of pairing and its functional impact have not been thoroughly investigated. Accordingly, we generated a diploid cell line from divergent parents and applied haplotype-resolved Hi-C, showing that homologs pair with varying precision genome-wide, in addition to establishing *trans*-homolog domains and compartments. We also elucidate the structure of pairing with unprecedented detail, observing significant variation across the genome and revealing at least two forms of pairing: tight pairing, spanning contiguous small domains, and loose pairing, consisting of single larger domains. Strikingly, active genomic regions (A-type compartments, active chromatin, expressed genes) correlated with tight pairing, suggesting that pairing has a functional implication genome-wide. Finally, using RNAi and haplotype-resolved Hi-C, we show that disruption of pairing-promoting factors results in global changes in pairing, including the disruption of some interaction peaks.

## Abstract (web summary)

*Trans*-homolog interactions, such as homolog pairing, are highly structured and associated with gene function in *Drosophila* cells. Here, the authors use haplotype-resolved Hi-C to identify genome-wide *trans*-homolog interactions in a *Drosophila* hybrid cell line and investigate their patterns and functional roles.

## Introduction

Major hallmarks of chromatin organization include chromosome territories^1^, compartments of active (A-type) and inactive (B-type) chromatin as delineated by the conformation capture technology of Hi-C, as well as chromosomal domains variably known as contact domains or topologically associating domains (TADs)^2–7^. These layers of organization encompass countless *cis* and *trans* interactions that determine the 3D organization of the genome. Among *trans* interactions, an important class includes those occurring between homologous (*trans*-homolog) as versus heterologous (*trans*-heterolog) chromosomes. Although long considered relevant only to meiosis, *trans*-homolog interactions are now widely recognized for their capacity to affect gene function in *Drosophila*, where homologs are paired in somatic cells throughout nearly all of development (reviewed by refs. ^8–12^). What remains unclear is the global impact of such interactions and our ability to comprehensively understand the structure of paired chromosomes. To tackle this issue, we examine genome-wide maps of *trans*-homolog interactions in a newly established *Drosophila* hybrid cell line (PnM, XY diploid). In particular, by taking advantage of the parent-specific single nucleotide variants (SNVs) in this cell line, we provide a global assessment of different properties of homolog pairing, including how tightly apposed homologous chromosomes are and whether pairing is uniform across the genome. Furthermore, due to the sensitivity SNVs afforded our study, we assess how homolog proximity correlates with precision of alignment and with genome function.

*Drosophila* is the first organism in which *trans*-homolog interactions were implicated in gene regulation, as it is here that somatic pairing was discovered^13^ and subsequently found to impact intragenic complementation (ref. ^14^ and reviewed by refs. ^8–12^). Somatic pairing has now been associated with numerous biological phenomena across many species, including mammals, where pairing has been implicated in DNA repair, X-inactivation, imprinting, V(D)J recombination, and the establishment of cell fate (reviewed by refs. ^9,11^). Pairing-dependent gene regulation, a well-recognized form of transvection, is among the best understood of biological phenomena associated with pairing (reviewed by refs. ^8–12^). In *Drosophila*, transvection has been observed at many loci, suggesting that pairing may even function as a regulatory mechanism genome-wide^15–19^. Recently, this view has been supported by computational simulations of homolog pairing in *Drosophila*^20^. Thus, the question as to whether pairing can serve as a global mechanism for regulating and coordinating function, possibly facilitating transvection genome-wide, is drawing increasing attention.

For many decades, foundational studies documenting the impact of *trans*-homolog interactions on genome function have relied heavily on genetic approaches to infer pairing (reviewed by refs. ^8–12^). Recent studies have also used live imaging^21^ as well as fluorescent in situ hybridization (FISH) achieving super-resolution to visualize pairing of genomic regions as small as a few kilobases to as large as megabases, wherein a single signal in a nucleus was interpreted as the paired state and two as the unpaired state^22–25^. Chromosome conformation capture technologies, such as Hi-C, have also been implemented in investigations of pairing in yeast^26^. A recent study used read pairs representing interactions between identical Hi-C restriction fragments in a *Drosophila* cell line (Kc_167_ cells, XXXX tetraploid) to tease out allelic interactions, such as between two homologs and between two sister chromatids^27^. This study reported an enhancement of allelic pairing in active genomic regions as well as an involvement of architectural proteins. In addition, consistent with the Cap-H2 component of condensin II being an anti-pairing factor^28^ and Slmb being a negative regulator of Cap-H2^28–30^, this study reported increased and decreased allelic interactions, respectively, in the absence of these factors.

Here, we describe our work in examining the detailed architecture of pairing, using haplotype-resolved Hi-C to specifically target the pairing that occurs between homologous chromosomes. Haplotype-resolved Hi-C has been used to investigate *cis* interactions within mammalian genomes^31,32^ (see Erceg AlHaj Abed, Goloborodko et al.^33^ for additional references), and diploid homolog pairing in yeast^26^ and, in our companion paper (Erceg, AlHaj Abed, Goloborodko et al.^33^), we developed a general methodology, called Ohm (Oversight of homolog misassignment), for applying this approach that ensures minimal misassignment of reads and high stringency in the detection of pairing. Applied to mammalian and *Drosophila* embryos, this approach demonstrated pairing in the latter to be genome-wide and also provided a framework in which to consider pairing in terms of precision, proximity, and continuity. We further revealed a potential connection between pairing and the maternal-to-zygotic transition in early embryogenesis.

In the current study, we shift our focus to the fine structure of somatically paired homologs and, to that end, take advantage of the greater homogeneity and higher pairing levels of *Drosophila* cell culture. In particular, we generate a diploid cell line from a hybrid cross and then apply haplotype-resolved Hi-C, allowing us to achieve a high-resolution map of homolog pairing. This approach reveals *trans*-homolog domains, interaction peaks, and compartments as well as variation in the structure and precision of pairing, documenting an extensive interspersion of tightly paired regions with loosely paired regions across the genome. Excitingly, we also find a strong association between pairing and active chromatin, compartments, and gene expression. Our findings demonstrate a comprehensive and detailed view of the structure of homolog pairing and resolve the long-standing question of whether pairing can bear a genome-wide relationship to gene expression.

## Results

### PnM cells are diploid and hybrid with high levels of pairing

We began our study by crossing two strains of the *Drosophila* Genetic Reference Panel lines (057 and 439) that differ by ~5 SNVs per kilobase (kb) (Supplementary Table 1, ref. ^33^) to generate 2–14 h old embryos that were homogenized to start a cell culture, which spontaneously immortalized and then was serially diluted to generate clonal cell lines (Fig. 1a; “Methods”). The clonal line used in this study, Pat and Mat (PnM), homogeneously expresses myocyte enhancer factor 2, suggesting it to be of mesodermal origin (Supplementary Fig. 1a, b). Karyotyping, in combination with homolog-specific FISH proved PnM cells to be male, diploid, and hybrid, with only chromosome 4 showing irregularities (Fig. 1b, c; “Methods”). This was promising, given that many cell lines are often aneuploid or polyploid. Finally, FISH analyses targeting two heterochromatic and three euchromatic loci confirmed high levels of pairing (Fig. 1d).

**Fig. 1:**
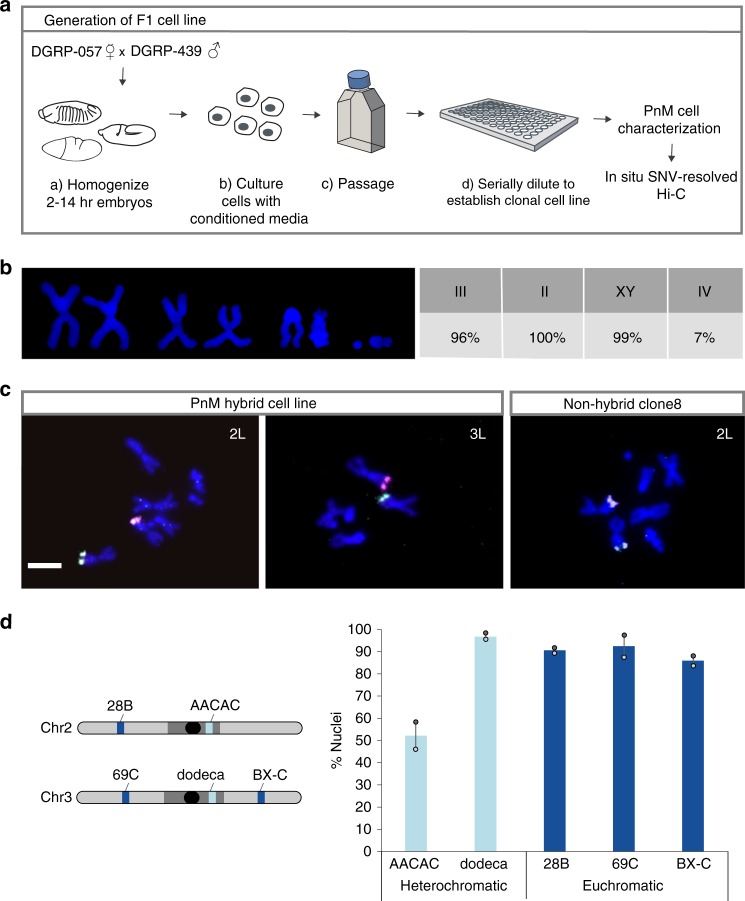
PnM cell line characterization. **a** Generation of the cell line. **b** Karyotyping demonstrates PnM cells to be male and diploid (*N* = 50). **c** Homolog-specific probes (HOPs) distinguishing 057-derived (magenta) from 439-drived (green) homologs for chromosomes (Chr) 2 and 3 on metaphase spreads for PnM and control (non-hybrid) clone8 cells confirmed PnM to be hybrid. Scale bar = 5 μm. **d** Left: Locations of heterochromatic (light blue) and euchromatic (dark blue) chromosomal regions targeted by FISH. Oval, centromere. Right: Levels of pairing in PnM cells quantified as percent of nuclei in which FISH signals, representing allelic regions, co-localized (center-to-center distance between signals ≤ 0.8 μm; error bars, s.d. for two biological replicates; *N* > 100 nuclei/replicate). Source data are provided as a Source Data file

### Homolog pairing in PnM cells is highly structured

We next performed haplotype-resolved Hi-C on PnM cells, an approach which separates, in silico, the read pairs into five categories: *cis*-maternal, *cis*-paternal, *trans*-homolog, *trans*-heterolog, and unresolvable by haplotypes. In this form of Hi-C, each of the two fragments of genomic DNA that are ligated together by virtue of their proximity in situ are assigned a parental origin based on the SNVs they carry, thus permitting researchers to distinguish Hi-C read pairs that represent *cis*-maternal, *cis-*paternal, *trans*-homolog (*thom*), and *trans-heterolog* (*thet*) interactions. 

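Hi-C of untreated PnM cells, a male diploid *Drosophila* line whose maternal and paternal homologs come from different inbred strains, was analysed here from 2 replicates. The cells were fixed with 1% formaldehyde for 10 min, their DNA was digested with DpnII and ligated, and the ligation products were sequenced with 150 bp reads. The authors aligned the reads with bwa mem to a hybrid genome that holds both haplotypes of the dm3 assembly, removed PCR duplicates, and deposited for each remaining read pair the position, strand and mapping quality score of each side, without normalization. The replicates held 37284329 and 38465767 pairs, and the number of pairs is the quantity from which each value was computed here. Pairs with a side on X, of which these cells carry a single copy, cannot form contacts between homologs. They were left out of the pair counts and contact frequencies. These used 45948147 pairs within and between the arms 2L, 2R, 3L and 3R, 60.7% of the total. Contact frequencies as a function of genomic separation were pair counts in 8 ranges per order of magnitude divided by the number of locus pairs, and a stated separation is the start of its range. Maps of 4 kb bins were balanced over the diploid genome by iterative correction, without the first 2 diagonals and without bins that had fewer than 10 nonzero pixels or lay more than 5 median absolute deviations below the median coverage. Pairs with a side on X took part in this balancing. Values are given for the pooled replicates with the SD over the replicates, each of which was also analysed alone. Positions are those of dm3, for which no gene annotation was used, so that regions are given without the genes in them.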

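Of the autosomal pairs of the untreated cells, 15836898 were *cis*-maternal, 13721696 were *cis*-paternal and 11844605 were *thom*, so that *thom* pairs made up 28.6% of *cis* and *thom* pairs together. Among pairs at least 1 kb apart, which leaves out most fragments sequenced without ligation, they made up 43.7%. Another 1983698 pairs joined the arms of 1 chromosome and 2561250 pairs were *thet*, 5.57% of the autosomal pairs. Fragments sequenced without ligation have sides that face each other at a short distance and can only be *cis*, so an excess of such pairs among *thom* pairs counts reads that were assigned to the wrong homolog. At separations under 1 kb, 92131 *thom* pairs faced inward, against a mean of 39316 for the other 3 orientations. The excess of 52815 pairs was 0.446% ± 0.0119 (SD, n = 2 replicates) of all *thom* pairs. With the limit at 500 bp in place of 1 kb, the alternative that moved this value most, it was 0.344%. This count covers misassigned fragments that were never ligated, and misassigned ligation products were not counted.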

By selecting only those read pairs with at least one SNV per side, we obtained 75.4 million mappable read pairs, producing a 4 kb resolution haplotype-resolved map of the mappable portion of the genome (e.g., excluding repetitive regions), wherein less than 0.4% of *thom* read pairs are expected to have resulted from read misassignment (“Methods”; Supplementary Fig. 2a, b Supplementary Table 2). This gave us great confidence in our ability to select haplotype-specific reads, and then map them to the hybrid PnM genome.

As shown in Fig. 2a, homologs are aligned genome-wide, comparable to the global *thom* signature detected in early *Drosophila* embryos^33^. In addition, *trans-*heterolog interactions are detected globally and include sub-telomeric clustering (e.g., 2R to 3R)^34–36^. 

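The *thom* contact frequency was divided by the mean *thet* contact frequency per locus pair, which is the level at which loci on different chromosomes met. The quotient was 3213 ± 332 (SD, n = 2 replicates) at 1 kb, 1898 ± 160 at 10 kb and 265 ± 13.6 at 100 kb. It was 15.9 ± 0.803 at 1 Mb and still 6.13 ± 0.248 at 7499 kb. Restricting the count to pairs on the same strand, which hold no unligated fragments, gave 3194 at 1 kb. The maps of early embryos were not analysed here.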

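For each pair of arms on different chromosomes, the *thet* contact frequency was averaged in blocks of 400 kb and divided by the mean of that pair of arms. The block that joined the last 400 kb of 2R to the last 400 kb of 3R had 14.4 times the mean ± 0.219 (SD, n = 2 replicates) and ranked 1 of 3380 blocks. The ends of 2L and 3R met at 3.70 ± 0.403 times the mean, also the highest of their 3705 blocks. For 2R with 3L the highest of 2756 blocks lay at 3.17 ± 0.300, and for 2L with 3L the highest of 3021 blocks lay at 2.68 ± 0.248, in both cases with the 3L block 400 kb from the end of the mapped arm. The value for 2R with 3R rose to 29.6 in blocks of 200 kb and was 5.08 in blocks of 1 Mb. In blocks of 200 kb the block of 2R with 3L ranked 4 of 11130, at 3.21, while those of the other pairs of arms ranked 1. That of 2L with 3L had 3.37 and 5.69 in the replicates. Both block lengths were added after the first value had been seen.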

Strikingly, however, *thom* read pairs were ~7.8 times more abundant in PnM cells than in *Drosophila* embryos (Supplementary Fig. 2b). In addition, when considering *thom* contacts as a function of the separation of loci along the genome (genomic separation), we found them to be more abundant at all genomic separations (Supplementary Fig. 2c, d). These observations are not surprising as they agree with the higher levels of pairing observed by FISH in PnM cells (Fig. 1d) as compared to developing embryos where pairing is just initiating^33,37^, possibly due to a greater percentage of cells with paired homologs, an increased fraction of the genome exhibiting pairing, and/or a smaller proportion of dividing cells in the PnM cell line (Supplementary Fig. 3). Importantly, the greater abundance of *thom* contacts argued that an analysis of pairing in PnM cells would yield new insights into the structure of paired homologs.

**Fig. 2:**
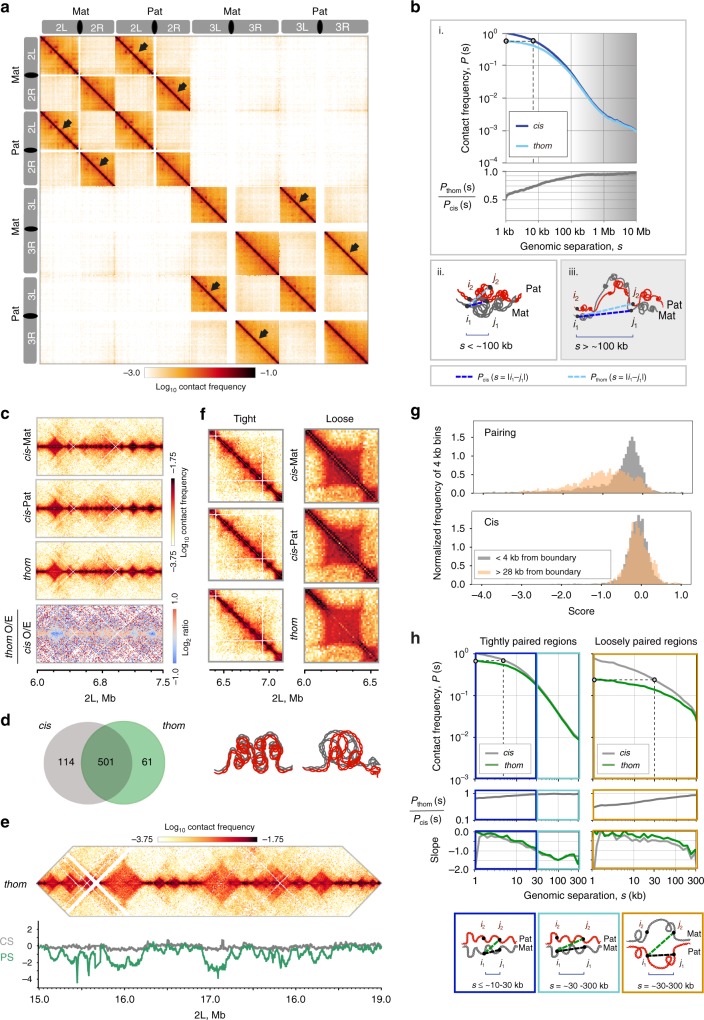
Homolog pairing is highly structured, encompassing tightly and loosely paired regions. **a** Contact map for the left (L) and right (R) arms of chromosomes 2 and 3. **b**, i. Top, *cis* and *thom* contact frequencies, P(s), plotted against genomic separation, s, normalized to *cis* frequency at s = 1 kb. Dotted line: *thom* contacts at s = 1 were as frequent as *cis* at s = 8 kb. Bottom, P_thom_(s)/P_cis_(s). *Cis* and *thom* contact frequencies differed noticeably at s < ~100 kb and were concordant at s > ~100 kb (shaded). **b**, ii–iii. Dashed lines, P_thom_(s) as a function of s = |i_1_-j_2_| for loci i_1_ and j_2_ located on different homologs, compared to P_cis_(s) for loci i_1_ and j_1_ separated by s = *|*i_1_-j_1_| on one homolog. Left, P(s) at s < ~100 kb. Right, P(s) at s > ~100 kb, shaded. **c** 1.5 Mb region on 2 L: *Cis* contact maps were concordant with each other and with the *thom* contact map. Bottom, *thom/cis* map showed concordance of *thom* with *cis* maps, apart from a depletion of contacts in some domains (blue). **d** Overlap of domain boundaries as defined by *cis* and *thom* contacts. **e** 4 Mb region of 2 L: Top, *thom* domains, and insulating boundaries. Bottom, pairing score (PS, green) and *cis* score (CS, gray). **f** Examples of tight and loose pairing with schematics of possible structures. **g** Distributions of PS and CS near (<4 kb, grey), or far from (>28 kb, orange) boundaries revealed higher pairing near boundaries. **h** Top, *cis* and *thom* contact frequencies, P(s), plotted against genomic separation, s, within tightly and loosely paired regions (normalized as in Fig. 2b). Middle, P_thom_(s)/P_cis_(s); bottom, slopes. Tightly paired regions showed two modes of decay, shallow (dark blue box) and steep (light blue box), while loosely paired regions showed one shallow mode (orange box). Dashed lines: *thom* contacts at s = 1 kb were as frequent as *cis* contacts at s = ~5 kb and ~30 kb in tightly and loosely paired region, respectively. Schematics illustrate differences in the organization of tightly and loosely paired regions

### Homolog pairing can achieve high precision genome-wide

We began by comparing the probability with which a locus will interact with another locus in *cis* as versus in *thom* at varying genomic separations (within a few kilobases and up to tens of megabases). We reasoned that, if pairing were maximally precise, tight, and continuous (‘railroad track’), our use of SNVs would reveal that any two loci would interact in *thom* nearly as often as they interact in *cis* regardless of genomic separation. In contrast, in the case of imprecise, loose, discontinuous pairing, the relative frequencies of *cis* and *thom* contacts could differ quite substantially. Note that this railroad track pairing does not preclude long-range *thom* interactions as paired chromosomes can fold back onto themselves, behaving as a single fiber.

To explore this line of reasoning, we calculated the genome-wide average contact frequencies for *cis* as well as *thom* contacts between pairs of loci, i and j (with i and j being on different homologs for *thom*) as a function of genomic separation (s = |i-j|) measured in base pairs (Fig. 2bi top): P_thom_(s) and P_cis_(s) (“Methods”). In fact, when the P_thom_(s), is plotted as a function of genomic separation, it is clear that *thom* contacts can occur at all genomic separations. 

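In the untreated cells, 1223887 *thom* pairs lay at separations of 1 to 10 kb, 3640234 at 10 to 100 kb, 2705720 at 100 kb to 1 Mb and 3245435 at 1 to 10 Mb. The range with the fewest *thom* pairs among those from 1 kb to 10 Mb, the range starting at 1 kb, still held 57324 pairs. From 10 kb onward each range held at least 261400.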

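Among the ranges of separation from 1 kb upward, P_thom_(s) was highest between 1000 and 1334 bp. At that separation it was 0.518 of P_cis_(s), and log-log interpolation of the *cis* curve placed the same contact frequency in *cis* at 9.32 kb ± 0.281 (SD, n = 2 replicates). Without 3R, where the maternal homolog had more read sides than the paternal one, the *cis* separation was 7.67 kb, the largest move under any of the alternatives.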

Remarkably, P_thom_(s) peaks at the smallest genomic separation (s = 1 kb) in near perfect registration, with *thom* contacts being as frequent as contacts in *cis* at s = 8 kb. Moreover, the ratio P_thom_(s)/P_cis_(s) is as high as 0.5–0.7 for genomic separations of 1–10 kb and only gets higher, approaching 1.0, with increasing genomic separation (Fig. 2bi, bottom). This high ratio indicates that a locus on one chromosome interacts with another locus nearly as often in *thom* as it does in *cis*, especially for s > ~100 kb (Fig. 2bi, iii, shaded). 

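P_thom_(s)/P_cis_(s) had an SD of 0.00857 over the 2 replicates at 1 kb, and it was 0.666 ± 0.00156 (SD, n = 2) at 10 kb. Between 1 and 10 kb the ratio ranged up to 0.641, and between 10 and 100 kb up to 0.794. Leaving out 3R raised it to 0.566 at 1 kb and 0.735 at 10 kb, the largest change among the alternatives.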

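At a separation of 100 kb the ratio was 0.811 ± 0.00200 (SD, n = 2 replicates), and it stayed at or above this value up to 1 Mb, where it was 0.838 ± 0.00246. The highest ratio between 100 kb and 1 Mb was 0.845, and between 1 and 10 Mb it was 0.870. These differences from the ratios under 10 kb are larger than the SD in each of the 16 ranges over 100 kb, which was at most 0.00311. Without 3R the ratio was 0.886 at 100 kb and 0.925 at 1 Mb. The paper reasons that under maximally precise, tight and continuous pairing any pair of loci would interact in *thom* nearly as often as in *cis* whatever their separation. From the high ratio it concludes that a locus meets another nearly as often on the homolog as on its own chromosome, above all at large separations.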

The simplest interpretation of this observation is that, overall, homologs are aligned in good register genome-wide, almost as a railroad track. We note, however, three caveats. First, our analysis only captured *thom* interactions that were accessible by Hi-C technology; for example, the repetitive regions of the genome were not mapped by Hi-C in either *thom* or *cis*. Second, our studies assume that *cis* and *thom* interactions are equally tractable. Third, as our Hi-C studies are a population assay, we cannot rule out cellular heterogeneity in the degree of pairing.

### Paired homologs form *thom* domains and compartments

Besides the general distance-dependent decay of *cis* and *thom* contact frequency, our Hi-C maps also revealed a rich structure of *thom* interactions, including well-defined *thom* domains, at genomic separations as small as tens of kilobases, loops or interaction peaks, as well as plaid patterns of contacts far off the diagonal, at genomic separations as large as tens of megabases and corresponding to compartments (Supplementary Fig. 4a, Supplementary Fig. 5a). 

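Insulation of the *thom* map, from a diamond of 5 bins with a prominence over 0.3, had 1093 domain boundaries in the pooled untreated replicates. Interaction peaks were called at 8 kb on *thom* and *cis* pairs together, at separations of 64 kb to 2 Mb, where the pair count was at least 1.5 times the local background (Poisson test with Benjamini-Hochberg adjusted p under 0.01, at least 3 such pixels). Of 2407970 pixels tested, 508 peaks resulted, with a median separation of 72 kb. Because *thom* pairs entered the calling, the peaks were not chosen independently of the *thom* signal. In windows of 40 kb around them, *thom* pairs were at a median of 1.95 ± 0.0380 times (SD, n = 2 replicates) the number that P_thom_(s) of the arm gives. This quotient was above 1 in both replicates at 460 peaks, 90.6% of them. The peaks with the highest quotients all lay on 2L. Bins 920001–928000 and 2672001–2680000 had 47.7 times the expected *thom* pairs, and bins 920001–928000 and 2608001–2616000 had 46.2 times. Bins 20120001–20128000 and 21680001–21688000 had 23.9 times the expected number.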

Consistent with railroad track pairing, we found strong concordance between the *thom*, *cis*-maternal, and *cis*-paternal Hi-C maps in terms of the positions and sizes of domains and loops (Fig. 2c, with Hi-C diagonal positioned horizontally; Supplementary Fig. 4b, d, Supplementary Fig. 5a), although with some exceptions (Supplementary Fig. 5b). In addition, 81.5% and 89.1% of the domain boundaries in the *cis* and *thom* maps appeared in the *thom* and *cis* maps, respectively (Fig. 2d). 

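Across 4 kb bins, Spearman's correlation of the insulation score was 0.815 between the *cis*-maternal and *cis*-paternal maps, 0.430 between *cis*-maternal and *thom*, and 0.374 between *cis*-paternal and *thom*. For the eigenvector of the observed over expected map, which follows compartments, the correlation was 0.767 between the *cis* maps, 0.816 between *cis*-maternal and *thom*, and 0.785 between *cis*-paternal and *thom*. Neighbouring bins are not independent, so that no p-value is attached to these correlations. In the window of Fig. 2c, from 6.0 to 7.5 Mb of 2L, the *cis* map had 16 boundaries and the *thom* map had 18.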

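In the pooled untreated maps, 816 of 1106 *cis* boundaries had a *thom* boundary within 4 bins, which is 73.8% ± 1.41 (SD, n = 2 replicates). Of the *thom* boundaries, 819 had a *cis* boundary within that distance, 74.9% ± 0.132. When the *thom* boundaries were shifted along the bins by each of 24152 offsets, a mean of 39.4% of *cis* boundaries were matched by chance (exact circular-shift test, one-sided, p = 8.28e-05). Requiring a match within 1 bin moved the shares most, to 57.5% and 58.2%.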

Overall, the strong concordance between *thom*, *cis*-maternal, and *cis*-paternal Hi-C maps indicated a high level of registration between paired homologs.

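As a measure of how well boundaries repeat between maps of comparable content, 79.4% of 1223 *cis*-maternal boundaries were found among 1248 *cis*-paternal boundaries, and 78.8% in the other direction. Between the replicates, 79.1% and 79.7% of *cis* boundaries and 73.5% and 76.3% of *thom* boundaries were found again. Each replicate holds fewer pairs than the pooled map.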

### Homolog pairing includes tightly and loosely paired regions

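Between 6.0 and 7.5 Mb of 2L, contacts near the diagonal were averaged in a window of 12 kb to each side of each 4 kb bin and put on a log2 scale relative to the genome-wide median of *cis*. The main diagonal and the next one were left out, since in *cis* they hold unligated fragments. Over the 361 bins with a value, *thom* contacts ranged from −1.17 at the 10th percentile to −0.01 at the 90th, and *cis* contacts from −0.40 to 0.26. The lowest *thom* value, −1.78, was at 6196001–6200000, with −2.02 and −1.56 in the replicates, and *cis* was at −0.32 there. The highest, 0.23, was at 6536001–6540000. The longest stretch of low *thom* contact spanned 144 kb, from 6156001 to 6300000.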

Looking more closely at our *thom*, *cis*-maternal, and *cis*-paternal Hi-C maps, we discovered that some *thom* domains lacked a prominent signal along the diagonal (Fig. 2c, bottom panel showing subtraction Hi-C map; Supplementary Fig. 4d), suggesting an overall looser pairing. This absence of the diagonal contributed to the lower values of P_thom_(s)/P_cis_(s) at genomic separations of *s* < ~100 kb (Fig. 2bi, ii unshaded) and clearly demonstrated that pairing was not uniform across the genome. 

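Over all 20061 bins with both values, *thom* contacts near the diagonal spanned 1.41 log2 units between the 10th and the 90th percentile, from −1.47 to −0.06. The same percentiles of *cis* contacts were 0.69 log2 units apart, at −0.33 and 0.36.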

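Windows with at least 50% of their pixels unmasked gave a value in 20066 of 24153 bins of 4 kb, 83.1% of the arms. Spearman's correlation of the *thom* values between the 2 replicates was 0.848 across bins. The correlation of *thom* with *cis* values was 0.363. The level from which the values are measured, the median of *cis* over the map, was chosen here because the paper's text does not name one, and it moves all bins of a map alike.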

We quantified this variation of pairing via a pairing score (PS), defined as the log_2_ average *thom* contact frequency near the diagonal, where both reads of a read pair lie within a ±12 kb window around a given 4 kb bin, and compared that score to an analogous score for *cis* contacts (CS) (Fig. 2e; “Methods”). Thus, as Hi-C data reflect the frequency with which interacting genomic regions colocalize, the PS served as a proxy in our analyses for the relative tightness or looseness of pairing across a chromosomal region. 

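From 15 to 19 Mb of 2L, the window of Fig. 2e, 946 bins were scored, with 51 *cis* and 47 *thom* boundaries. PS was lowest at 16984001–16988000, with −3.31 in the pooled map and −2.90 and −3.92 in the replicates, while CS was −0.50. It was highest at 16336001–16340000, with 0.46. The 10th and 90th percentiles were −2.09 and −0.17 for PS and −0.53 and 0.15 for CS. The longest run of low PS spanned 348 kb, from 15796001 to 16144000. Along this window PS and CS were correlated at 0.624 (Spearman, across bins that are not independent).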

Figure 2e illustrates how dramatically the PS can vary along the chromosome, dipping most noticeably when the *thom* diagonal is lacking from the central region of a domain. In line with this and compared to scores for *cis* contacts, PS values for loci within 4 kb (one bin) of domain boundaries are overall much higher than those for loci greater than 28 kb from the nearest boundary, consistent with the lack of diagonals coinciding with the central regions of domains (Fig. 2g) and pointing to tighter pairing at domain boundaries. 

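The median PS was −0.54 in 3246 bins within 4 kb of a *cis* boundary and −0.75 in 6300 bins more than 28 kb away, a difference of 0.21, with 0.185 and 0.186 in the replicates. Shifting the boundaries along the genome by all 24153 offsets gave a difference as large with p = 0.00058 (exact circular-shift test, two-sided). CS went the other way, with −0.18 near and 0.01 far (exact circular-shift test, p = 4.14e-05, the smallest that the shifts allow). PS minus CS was higher near boundaries by 0.47, again at the smallest p. The boundaries are minima of *cis* contact across a bin in the same map, from pixels that the CS window shares. Lower CS near them was thus set by their choice, and its p is no independent evidence. The difference in PS minus CS holds this part too. With Benjamini-Hochberg adjustment over these 3 tests the p-values were 0.00058, 6.21e-05 and 6.21e-05. PS was not highest at the boundaries themselves, but was −0.56 in boundary bins, rose to −0.37 at 16 kb and fell to −0.77 at 48 kb. With all pixels of the window, the alternative that moved the difference most, it was 0.432 (exact circular-shift test, p = 0.000166), and with *thom* boundaries in place of *cis* boundaries it was 0.0113 (exact circular-shift test, p = 0.785).

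**Figure D1:**
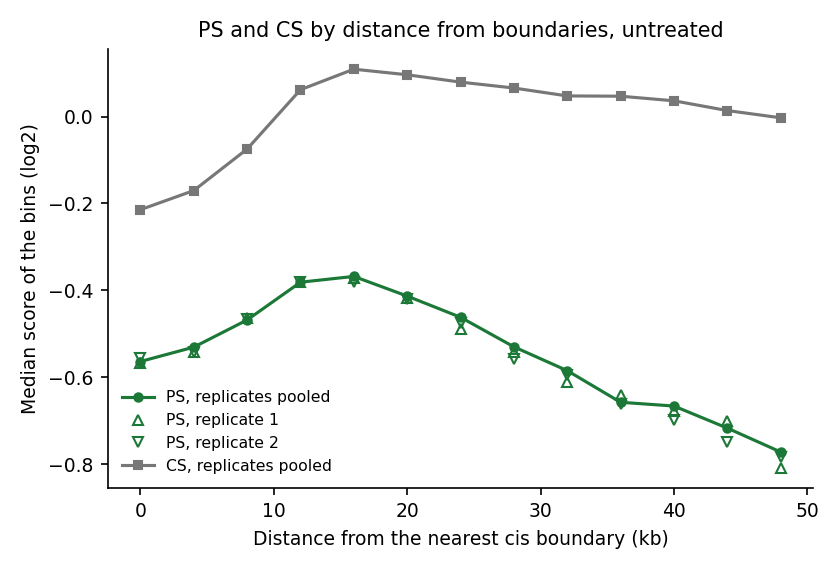
Median PS and CS (log2, vertical axis) of 4 kb bins of untreated cells by distance from the nearest *cis* boundary in kb (horizontal axis). Filled circles are PS of the pooled replicates, open triangles are PS of each replicate and squares are CS. PS peaks at −0.37 at 16 kb and lies at −0.77 at 48 kb.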

Lack of a diagonal may reflect any number of structures, including imprecise and/or loose pairing or even the side-by-side alignment of homologous, yet distinguishable, domains. In contrast, domains retaining the structure and diagonal observed in corresponding *cis* domains may represent railroad pairing throughout the domains (Fig. 2f, schematics below).

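A fit of 2 Gaussians to the PS of untreated cells, with values clipped at −3, placed 1 component at a mean of −1.25 with an SD of 0.68 and a weight of 30.3%. The other had a mean of −0.41, an SD of 0.32 and a weight of 69.7%. Fitted to each replicate, the means were −1.27 and −0.41 in replicate 1, and −1.26 and −0.43 in replicate 2.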

To better understand genome-wide variation in pairing, we examined the PS distribution (Supplementary Fig. 6a) and noted that it could be approximated by two normal distributions that were reproducible for each replicate (Supplementary Fig. 6b, d). These distributions suggested two classes of loci, one consisting of more tightly paired (higher PS) loci and the other consisting of more loosely paired (lower PS) loci, defined using only a single cut-off (PS = −0.71) (Supplementary Fig. 6b). 

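The densities of the fitted Gaussians crossed at a PS of −0.994 ± 0.025 (SD, n = 2 replicates), which was taken as the threshold here. Below it lay 22.4% ± 1.39 of the scored bins. Near *cis* boundaries 14.8% of bins were under the threshold, and far from them 36.3%. When all pixels of the window entered PS, the main diagonal included, and when raw pair counts replaced balanced ones, the crossing fell at the clip of the fit and was −3.00 in both.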

While such a deconvolution likely oversimplifies the reality of pairing we nevertheless used it to bootstrap our investigation forward. Specifically, we divided the Hi-C amenable portion of the whole genome into regions of tight and loose pairing by first classifying each domain as either tightly or loosely paired based on its PS, and then merging consecutive domains of the same pairing type into one region (see “Methods”). According to this classification procedure, ~34% of the genome is loosely paired, and ~66% is tightly paired (Supplementary Fig. 6c, d).

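The collapsed map, in which *cis* and *thom* pairs are not told apart, had 1715 intervals between boundaries with a prominence over 0.1. An interval was called loose when at least 25% of its bins were under the threshold, and merging gave 386 regions. The 196 loose regions had a median length of 108 kb and a longest of 1024 kb, and the 190 tight regions had a median of 220 kb and a longest of 2488 kb. Loose regions held 30.0% ± 2.56 (SD, n = 2 replicates) of the bins and tight regions 70.0%. This share moved with how PS was computed, from 6.01% with raw pair counts to 47.7% with all pixels of the window.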

### Tightly and loosely paired regions vary in organization

To better understand chromosome organization within tightly and loosely paired regions, we selected those spanning distances large enough for us to conduct our studies (200–400 kb or 100–200 kb; “Methods”, Supplementary Fig. 7) and calculated P_thom_(s) and P_cis_(s). Tightly and loosely paired regions differed in the decay of *cis* and *thom* contact frequencies. Within the 200–400 kb tightly paired regions (Fig. 2h), *thom* contacts at the highest registration (smallest genomic separation, s = 1 kb) appeared as frequent as *cis* contacts at s = ~5 kb. 

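Of the tight regions, 49 were 200–400 kb long and covered 14.1 Mb. P_thom_(s) at 1 kb was 0.540 of P_cis_(s) there, and the *cis* separation with the same contact frequency was 8.46 kb ± 0.337 (SD, n = 2 replicates). In the 50 tight regions of 100–200 kb it was 9.46 kb ± 0.400.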

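The 31 loose regions of 200–400 kb covered 7.75 Mb, and P_thom_(s) at 1 kb was 0.294 of P_cis_(s) in them. The matching *cis* separation was 38.9 kb ± 2.09 (SD, n = 2 replicates), further from the value of tight regions than the spread between replicates. The regions were classed by *thom* contacts near the diagonal in these same maps. The direction of this difference therefore follows from the classes and is no independent evidence. In the 79 loose regions of 100–200 kb it was 25.0 kb ± 1.88.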

In loose regions, the frequency of such *thom* contacts matched that of *cis* contacts at s = ~30 kb (Fig. 2h, marked on graph). This indicated that, in loose regions, homologs were aligned less precisely. Interestingly, we found that regions of tight and loose pairing also differed in their internal organization. This was evident from the different shapes of their P_cis_(s) curves—in tight regions, the P_cis_(s) curve had two modes (Fig. 2h, left), a shallow mode at s < ~30 kb and a steep mode at s > ~30 kb, while in loosely paired regions, we observed only a shallow mode (Fig. 2h, right). 

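The slope of P_cis_(s) on log-log axes in tight regions of 200–400 kb was −0.31 from 1 to 10 kb, −0.59 from 3 to 30 kb and −1.34 ± 0.0165 (SD, n = 2 replicates) from 30 to 100 kb. In loose regions of that length the slopes were −0.26, −0.40 and −0.61 ± 0.0220. The slopes from 30 to 100 kb thus differed between tight and loose regions by more than the spread between replicates, as they did in regions of 100–200 kb, where they were −1.30 and −0.53.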

Drawing from other Hi-C studies, where the presence of a shallow mode followed by steep mode is a signature of domains^38,39^, we then further interpreted our *cis* data. In particular, the transition of P_cis_(s) at ~10–30 kb within 200–400 kb tightly paired regions, suggested that they consisted of a series of relatively small domains, within which pairing may reflect primarily the constraints imposed by tight pairing at the boundaries. In contrast, we did not see a similar transition of P_cis_(s) within these 200–400 kb loosely paired regions, suggesting that each of these regions constituted a single domain. This distinction between tight and loose regions is also evident from visual inspection of the data (Fig. 2f).

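Each of the 49 tight regions of 200–400 kb held at least 1 boundary of the *cis* map inside it, with a median of 3. In tight regions of 100–200 kb the median was 2, and 5 of 50 had none.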

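Of the 31 loose regions of this length, 7 had no *cis* boundary inside them, and the median was 2 boundaries. Among loose regions of 100–200 kb the median was 1, and 39 of 79 had none.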

The association of higher pairing scores with domain boundaries (Fig. 2g) was particularly intriguing, given that domain boundaries are enriched in insulator and architectural proteins (refs. ^5,40^ and reviewed by ref. ^41^), the observation that some insulator proteins and insulator elements promote transvection (refs. ^16,19,42,43^, and reviewed by ref. ^44^), and the enrichment of architectural proteins at genomic sites involved in allelic interactions^27^. Indeed, despite a few discrepancies among different published ChIP-seq datasets, many insulator proteins were enriched at PnM boundaries, with strong correlations between the ChIP-seq peaks and PS for some (e.g., Nup98, with the highest correlation coefficient) and a weak anti-correlation for others (e.g., Su(Hw), with the weakest correlation coefficient) (Supplementary Table 3). This analysis indicates a potential structural and functional regulatory role for some of these proteins on a genome-wide scale, such that, they would form insulated *thom* and *cis* domains and contribute to pairing.

### Pairing types associate differentially with gene expression

Having elucidated the structure of paired homologs and its variation, we next addressed the question of whether homolog pairing may bear a genome-wide relationship to genome function. In particular, we conducted three genome-wide analyses, assessing whether pairing correlates with specific epigenetically defined types of chromatin, A- or B-type compartments, and/or gene expression. With respect to chromatin types, we turned to the five defined by Filion et al.^45^, in *Drosophila*, wherein Polycomb group (PcG) repressed chromatin (H3K27me3 enriched) is dubbed blue, inactive chromatin (lacking epigenetic marks) is dubbed black, heterochromatin (HP1 associated and H3K9me3 enriched) is dubbed green, and active chromatin within enhancers/promoters (H3K36me3 depleted) and gene bodies (H3K36me3 enriched) are dubbed red and yellow, respectively. By comparing the coordinates for chromatin types identified in Kc_167_ cells to the PS track, we found that even a localized survey of 1.5 megabase (Mb) of the genome revealed that low PS regions coincide with inactive (black) and repressed (blue) chromatin types, while active chromatin (yellow and red) is present in regions of high PS (Fig. 3a). Excitingly, some of these trends were confirmed globally, with active regions enriched for high PS, heterochromatin (green) showing a bimodal distribution, and repressed (blue) and inactive (black) chromatin containing regions of both high and low PS (Fig. 3b).

**Fig. 3:**
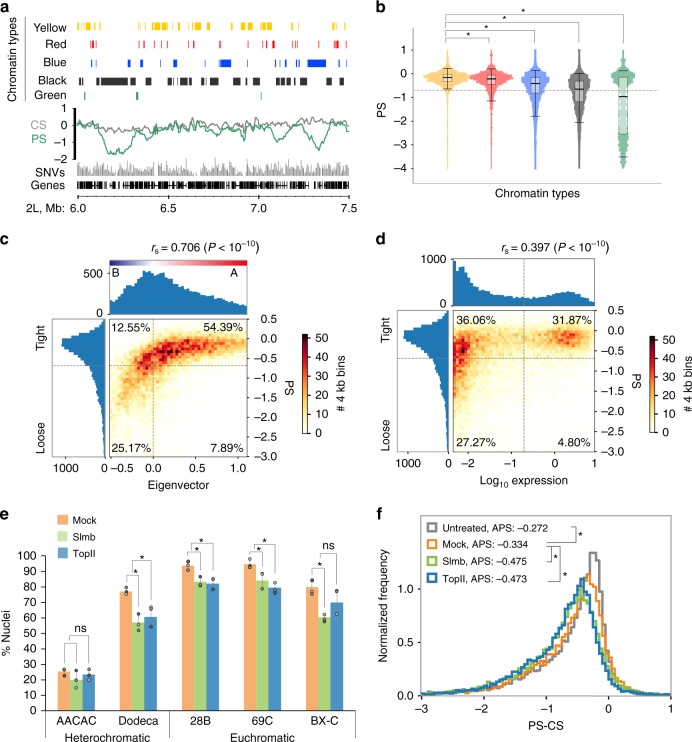
Pairing in PnM cells is correlated with active genomic regions and can be disrupted by RNAi. **a** 1.5 Mb region of 2 L: Pairing scores (PS) and *cis* scores (CS) shown in a genome browser as compared to chromatin types identified in Kc_167_ cells^45^ and with SNVs in PnM cells. **b** Normalized distributions of PS within regions of different chromatin types. Dashed line shows the threshold between tight and loose pairing. *p < 1^−10^, Mood’s test against yellow chromatin. **c** Distribution of PS values relative to the eigenvector shows that pairing is correlated with compartmentalization, A-type compartments being almost exclusively tightly paired, Spearman’s correlation coefficient (*r*_s_) = 0.706, *p* < 10^−10^. **d** Distribution of PS values relative to gene expression in PnM cells shows that expressed genes are almost exclusively tightly paired, Spearman’s correlation coefficient (*r*_s_) = 0.397, *p* < 10^−10^. **e** Levels of pairing (quantified and displayed as in Fig. 1d, in PnM cells after Slmb and TopII knockdown showed a reduction as compared to the control (mock) at all loci (*P < = 0.05, unpaired *t*-test) except for the AACAC satellite repeat and, in the case of TopII knockdown, at BX-C (ns, non-significant; error bars, s.d for three biological replicates; for *N* > 100 nuclei/replicate). Source data are provided as a Source Data file. **f** After Slmb and TopII knockdown, the aggregated pairing score (APS) values were reduced by 0.203% and 0.201%, respectively, as compared to untreated sample (*p* < 0.001) and 0.141% and 0.139%, respectively, as compared to mock (*p* < 0.001). The 0.062% reduction in mock as compared to untreated samples was also significant (*p* < 0.001). *p*-values determined using bootstrapping (Methods)

Next, we examined the relationship between pairing and the 3D spatial compartmentalization of active and inactive chromatin^2^. Here, we observed a strong correlation between high PS values and the *cis* eigenvector track (a measure of compartments as determined from Hi-C maps) in individual genomic regions (Supplementary Fig. 8) as well as genome-wide (Spearman’s correlation coefficient (*r*_s_) = 0.71, *p* < 10^−10^; Fig. 3c). 

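The eigenvector was computed per arm from the *cis* map of observed over expected contacts minus 1. Of the first 3 eigenvectors, the one with the highest absolute correlation with the number of *cis* boundaries within 100 kb was taken and oriented by it, because no gene annotation of dm3 was used here. It was the first on each arm, but its correlation with that number was weak. This was 0.192 on 2L, 0.230 on 2R, 0.270 on 3L and −0.202 on 3R. The A-type and B-type labels used here rest on this orientation. PS was itself higher near *cis* boundaries, so the sign of its correlation with the eigenvector is not independent of the orientation. Spearman's correlation of PS with the eigenvector was 0.561 ± 0.0102 (SD, n = 2 replicates) over 19454 bins, with 0.495 and 0.509 in the maps of single replicates. Its p was 5.14e-05, the smallest that circular shifts allow (exact test, two-sided), and bins are not independent replicates. By arm the correlation was 0.624 on 2L, 0.447 on 2R, 0.583 on 3L and 0.584 on 3R. CS was correlated with the eigenvector at 0.232. With raw pair counts, the alternative that moved the value most, the correlation was 0.242, and with all pixels of the window it was 0.648.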

Regions with high PS values and thus likely to be tightly paired were in predominantly active A-type compartments (54.4% of mappable genome) as versus inactive B-type compartments (12.6%). Conversely, regions with lower PS values and thus likely to be loosely paired were more often in B-type (25.2%) as versus A-type (7.9%) compartments (Fig. 3c). 

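Bins above the PS threshold in A-type compartments made up 59.8% ± 0.885 (SD, n = 2 replicates) of the bins with both values, and those in B-type compartments 17.9% ± 0.478. Using the threshold stated in the paper with the PS computed here, the alternative that moved the first share most, the shares were 51.9% and 11.4%. This alternative was added for the shares after their first values had been seen.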

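Bins under the threshold were in B-type compartments in 16.5% ± 0.784 (SD, n = 2 replicates) of all bins and in A-type compartments in 5.84% ± 0.579. At the threshold stated in the paper these shares were 23.0% and 13.7%.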

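A-type compartments held 65.6% of the bins. In them 91.1% ± 0.942 (SD, n = 2 replicates) of bins were above the PS threshold, against 52.0% ± 1.84 in B-type compartments. The difference between the compartments exceeds the spread between replicates. The share in B-type compartments was 55.2% and 57.8% in the single replicates.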

In short, homolog pairing was correlated with compartmentalization of the genome, and active A-type compartments were more likely to be tightly paired. As compartmentalization of the genome into active and inactive compartments may be independent of TAD formation in mammals^38^, our observations may suggest that, pairing may be more related to compartments, gene expression, and the epigenetic states governing them. Taken together with the recent report on the major role of compartmentalization in *Drosophila cis* genome architecture^46^, these observations put compartmentalization as the main force behind formation of both *cis* and *thom* genome architecture.

Finally, we performed RNA-seq to assess gene expression in PnM cells and found that pairing correlates with gene expression in individual genomic regions (Supplementary Fig. 8) as well as genome-wide (*r*_s_ = 0.40, *p* < 10^−10^; Fig. 3d); regions that are expressed are predominantly tightly paired and have high values of PS (31.9% mappable genome), with only a small percentage (4.8%) of expressed loci being loosely paired (Fig. 3d). On the other hand, lack of expression is not predictive of the degree of pairing; lowly-expressed regions can be associated with either high or low PS values (36.1% and 27.3%, respectively). These analyses indicated that most active regions (A compartments or regions of high expression) are tightly paired, while repressed and inactive regions demonstrated a variable degree of pairing. In brief, all three approaches argue strongly that pairing bears a genome-wide relationship to genome function.

As many loci in *Drosophila* have been documented to support transvection, we categorized the commonly recognized autosomal loci with respect to whether they resided in tightly or loosely paired regions in the PnM genome. Fifteen of the seventeen loci for which transvection or related pairing-related phenomena have been reported are associated with tight pairing (with two also associated with loose pairing) and, thus, fall in the upper quadrants of Fig. 3d (Supplementary Table 4). Excitingly, this list includes the Antennapedia and Bithorax complexes (ANT-C and BX-C), which include HOX genes critical for body segmentation in *Drosophila*^47^. While these loci are known to interact^7,48^, our data explicitly reveal their interaction in *thom* (Supplementary Fig. 9) and show their co-localization within the same compartment.

### Knock-down of pairing factors disrupts pairing globally

Our final goal was to determine the potential of PnM cells to develop into a robust system for interrogating the mechanism of pairing. We aimed to determine, first, whether PnM cells are responsive to dsRNA, second, whether knockdown of genes involved in pairing^11,28–30,49–51^ would affect pairing and, third, whether disruptions of pairing as detected by FISH would be detectable via Hi-C. These issues were key. While previous studies had successfully disrupted pairing in *Drosophila* cell lines, under no circumstance had the pairing in diploid cells been disrupted beyond ~50%^29,50^ due probably at least to the incomplete nature of RNAi-directed knockdown and perdurance of gene products. It is also possible that pairing, once established, is not easily disrupted^37,50^. Finally, disruptions of pairing might affect primarily those forms that are not amenable to detection by Hi-C; as FISH studies often consider two loci to be paired when the center to center distances of the corresponding FISH signals are as far apart 0.5 to 1.0 µm, it is possible that some changes in pairing cannot be captured by Hi-C.

Excitingly, using RNAi to target two genes known to promote pairing, Slmb (component of SCF^Slmb^ complex^28–30^) and Topoisomerase II ((TopII^50^), we reduced the corresponding mRNA levels in PnM cells by 75.2 ± 2.8% and 82.5 ± 5.0%, respectively (Supplementary Fig. 10a). Importantly, we observed a concomitant 14.1–18.5% reduction of pairing as assayed by FISH (Fig. 3e; Supplementary Table 5). While this reduction was less than previously reported^29,50^, it was significant as compared to mock RNAi trials (*p* < 0.05, unpaired *t*-test) (Fig. 3e). We also attempted a stronger disruption of pairing by overexpressing Cap-H2^28,52^, but found that levels of pairing were not affected significantly at those loci (Supplementary Fig. 11). 

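For the knockdowns, PnM cells received 30 µg of dsRNA against Slmb or TopII on days 1 and 3 and were harvested on day 4, and mock cells received water. Each treatment had 2 biological replicates, and the authors processed their Hi-C reads in the same way as those of untreated cells. The libraries held 11038225 and 12077016 pairs for mock RNAi, 11322972 and 10190412 for Slmb RNAi, and 11635751 and 11340208 for TopII RNAi, and *thom* pairs made up 42.5%, 41.0% and 40.4% of the *cis* and *thom* pairs at least 1 kb apart. By the input names that the aligner recorded, both mock libraries were sequenced on lane 1. Both Slmb libraries were on lane 2 with names of the same form, and both TopII libraries on lane 2 with names of another form. The identity of the runs was not read. The lane and the treatment therefore cannot be told apart, and no fit with the lane as a term can be had. Comparisons of 2 replicates with 2 used an exact permutation test, whose smallest two-sided p is 0.33, so that no such comparison can reach 0.05. Knockdown at the level of mRNA was not analysed here.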

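At 1 kb, P_thom_(s)/P_cis_(s) was 0.519 ± 0.0271 (SD, n = 2 replicates) in mock RNAi, 0.453 ± 0.00520 in Slmb RNAi and 0.475 ± 0.0293 in TopII RNAi. At 10 kb it was 0.653 ± 0.00714 in mock, 0.599 ± 0.00186 after Slmb RNAi and 0.590 ± 0.0259 after TopII RNAi. The ratios at 100 kb were 0.778, 0.729 and 0.704, and those at 1 Mb were 0.759, 0.727 and 0.704. Divided by mock, the ratio of Slmb RNAi was 0.873 at 1 kb, 0.917 at 10 kb, 0.937 at 100 kb and 0.959 at 1 Mb, and that of TopII RNAi was 0.916, 0.903, 0.905 and 0.928. Both replicates of each knockdown lay below both mock replicates in all 32 ranges from 1 kb to 10 Mb. Without 3R, the replicates of TopII RNAi and mock overlapped at 1 kb (quotient 0.926, exact permutation p = 0.667, n = 2 against 2). The exact permutation p was 0.33 at each separation, and 0.351 with Benjamini-Hochberg adjustment over the 20 comparisons of this ratio. The knockdowns share the mock libraries, so that their changes are not independent. Leaving out mock replicate 2 moved the value for Slmb RNAi most, to 0.908 at 1 kb, and it was 0.844 without mock replicate 1, while leaving out TopII replicate 1 moved that for TopII RNAi most, to 0.956 at 1 kb.

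**Figure D2:**
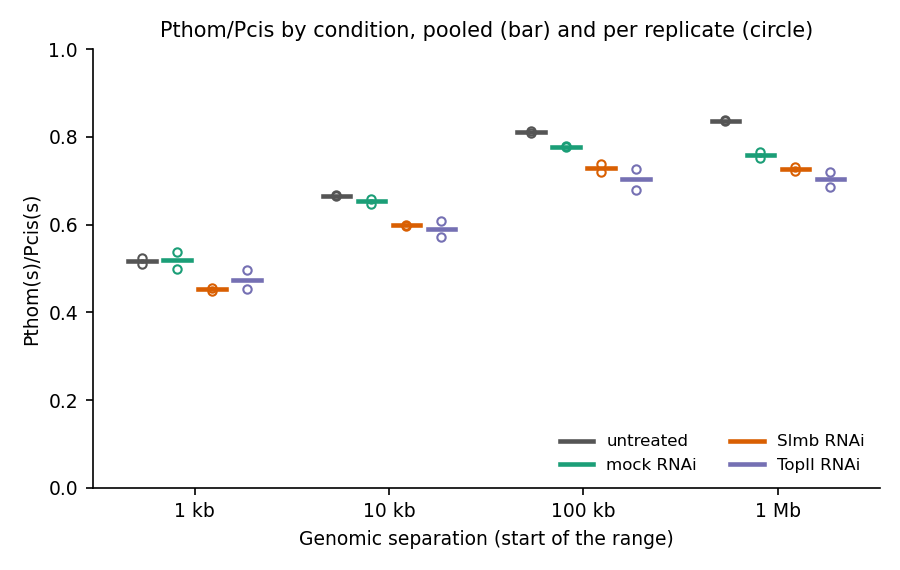
P_thom_(s)/P_cis_(s) (vertical axis, from 0) at 4 genomic separations for untreated cells and for mock, Slmb and TopII RNAi. Bars are pooled replicates and circles are single replicates. At 10 kb the knockdowns are at 0.599 and 0.590 and mock is at 0.653.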

Since knockdown experiments were more disruptive of pairing, we generated Hi-C maps for the knockdown and mock experiments, each with about 20 million haplotyped mappable reads (Supplementary Table 2) and found a reduction in P_thom_(s)/P_cis_(s) for both Slmb and TopII RNAi samples at all separations as compared to mock and untreated sample (Supplementary Fig. 10b; error bars for each sample fall within lines). Note that, the values of P_thom_(s)/P_cis_(s) for the mock samples veer below those for untreated controls at genomic separations greater than 100 kb. 

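The ratio of mock RNAi divided by that of untreated cells was 0.959 at 100 kb and 0.906 at 1 Mb, and at both separations each mock replicate was below each untreated replicate (exact permutation p = 0.33, n = 2 against 2). At 10 kb the quotient was 0.980, also without overlap of the replicates, but without 3R it was 0.998 and the replicates overlapped. At 1 kb it was 1.002, the replicates overlapped (exact permutation p = 1, n = 2 against 2) and the direction changed between alternatives. Without mock replicate 2 it was 0.963 at 1 kb.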

While this reduction suggests that the knockdown treatment may perturb *thom* and/or *cis* interactions and thus may be interesting in and of itself, our focus has been on the even greater reduction in P_thom_(s)/P_cis_(s) for both RNAi-treated samples (Supplementary Fig. 10b). 

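Relative to untreated cells, the ratio of Slmb RNAi was 0.875 at 1 kb, 0.899 at 10 kb, 0.899 at 100 kb and 0.868 at 1 Mb. That of TopII RNAi was 0.918, 0.885, 0.868 and 0.840. At each of these separations both knockdown replicates were below both untreated replicates (exact permutation p = 0.33, n = 2 against 2, the smallest possible).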

Slmb and TopII knockdowns also produced a change in PS. 

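The median of PS minus CS was −0.55 in untreated cells, −0.60 in mock RNAi, −0.74 in Slmb RNAi and −0.77 in TopII RNAi. In the single replicates it was −0.62 and −0.61 for mock, −0.75 and −0.75 for Slmb RNAi, and −0.82 and −0.74 for TopII RNAi, each knockdown replicate being below each mock replicate. The scores were computed for each condition as for untreated cells, relative to the median CS of the map, which drops out of PS minus CS.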

To quantify this change, we computed the aggregated pairing score (APS) as the mode of (PS-CS) distribution, which summarizes the degree of pairing with a single value (“Methods”). 

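The mode was taken as the maximum of a Gaussian kernel density with a bandwidth by Scott's rule. APS of untreated cells was −0.241 over 20061 bins in the pooled map, and −0.263 and −0.292 in replicates 1 and 2, whose maps hold fewer pairs. The value was −2.48 when all pixels of the window entered the scores, the alternative that moved it most.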

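APS was −0.315 in mock RNAi, −0.450 in Slmb RNAi and −0.486 in TopII RNAi. Slmb RNAi was thus lower than mock by a difference of −0.135 and TopII RNAi by −0.171, while the differences from untreated cells were −0.209 and −0.245. Mock itself differed from untreated by −0.074. In the paper's bootstrap test, samples of bins were drawn 1000 times from the merged values of both conditions, and 0 draws had a larger difference for each of these 5 comparisons, but bins of a map are not replicates of the treatment. Over replicates the exact permutation p was 0.33 for each comparison (n = 2 against 2), and it stayed at 0.33 with Benjamini-Hochberg adjustment over the 5. With every library thinned to the 10143522 pairs of the smallest map, the differences from mock were −0.127 and −0.161, whereas mock was then 0.026 above untreated. The differences from untreated were then −0.101 and −0.135, an alternative added after first values had been seen. At equal autosomal pairs, also added later, APS was −0.327 in mock and −0.324 in untreated cells. The sign of mock minus untreated thus depends on the thinning. Leaving out 1 replicate leaves a map with fewer pairs on 1 side. The values that this moved by more than 1.5 times were the following. Slmb RNAi minus mock was −0.061 without mock replicate 1 and −0.075 without mock replicate 2. TopII RNAi minus mock was −0.097 without mock replicate 1, −0.111 without mock replicate 2 and −0.271 without TopII replicate 2. Mock minus untreated was −0.148 without mock replicate 1, −0.134 without mock replicate 2 and −0.023 without untreated replicate 1.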

As shown in Fig. 3f, APS dropped after knockdown of Slmb or TopII, as compared to mock, and the untreated sample. These observations were consistent across replicates (Supplementary Fig. 10c) and across tight and loose regions (Supplementary Fig. 12; “Methods”). In addition, some *thom* interaction peaks in Slmb and TopII RNAi samples were depleted as compared to Mock sample (Supplementary Fig. 13). 

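In replicates 1 and 2, APS was −0.375 and −0.389 for mock RNAi, −0.506 and −0.50 for Slmb RNAi, and −0.586 and −0.455 for TopII RNAi, so that each knockdown replicate was below each mock replicate. In the 13968 bins of tight regions with a value in mock, APS was −0.284 in mock, −0.421 after Slmb RNAi and −0.452 after TopII RNAi. In the 6009 such bins of loose regions it was −1.151, −1.287 and −1.311. The change from mock was −0.137 in tight and −0.136 in loose regions for Slmb RNAi, and −0.168 and −0.160 for TopII RNAi. The changes differed between loose and tight regions by 0.001 (exact permutation p = 0.667, n = 2 against 2) and 0.008 (exact permutation p = 1, n = 2 against 2), and the sign of this difference changed between alternatives.

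**Figure D3:**
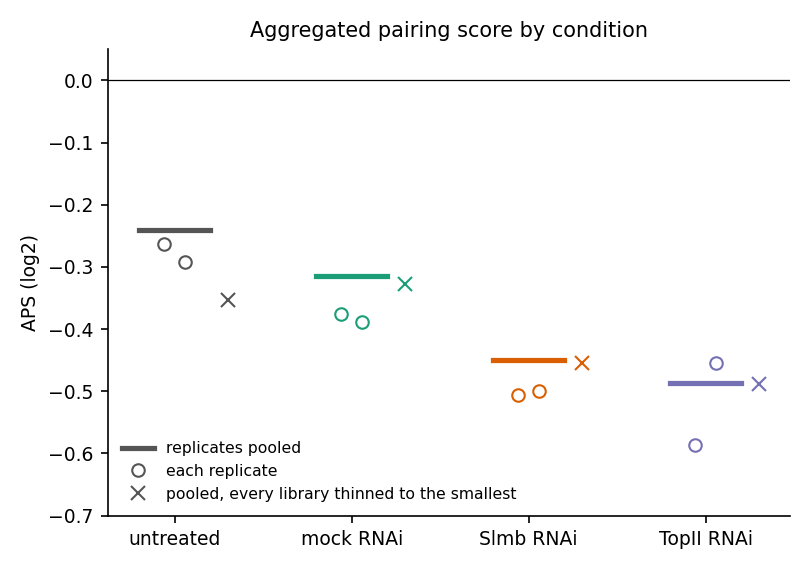
APS (log2, vertical axis) of untreated cells and of mock, Slmb and TopII RNAi. Bars are pooled replicates, circles are single replicates and crosses are pooled maps after every library was thinned to the smallest. The crosses of mock and untreated lie at −0.327 and −0.353, and those of the knockdowns at −0.454 and −0.488.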

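The 508 peaks called in untreated cells were compared between knockdown and mock, so that the libraries compared took no part in the choice of peaks. For each library, *thom* pairs in a window of 40 kb were divided by the number expected from P_thom_(s), with a pseudocount of 1, and log2 values were tested with limma. With Benjamini-Hochberg adjusted p under 0.05, 0 peaks were lower and 0 higher after either knockdown, and no other tool was run. At an unadjusted p under 0.05, limma had 25 peaks lower and 11 higher after Slmb RNAi, and 45 lower and 4 higher after TopII RNAi. With the share of *thom* in *cis* plus *thom* pairs in place of *thom* over expected, it had 39 lower and 4 higher after Slmb RNAi. After TopII RNAi it then had 41 lower and 6 higher. The median log2 change of *thom* over expected was −0.02 for Slmb RNAi and −0.09 for TopII RNAi, with 55.9% and 72.6% of peaks below 0. Leaving out Slmb replicate 1, the median for Slmb RNAi was −0.004. Both knockdown replicates were under both mock replicates at 22.2% and 35.2% of peaks, where chance gives 16.7%. These were 113 and 179 peaks, against 84 and 34 peaks with both knockdown replicates above both mock replicates. On simulated data with known changes, limma called 98.4% and 96.8% of peaks whose *thom* pairs had been reduced by 1 log2 unit, and 73.4% and 70.3% of those reduced by 0.5. With a replicate block, 2 peaks were called lower after Slmb RNAi and 1 after TopII RNAi, and without mock replicate 1 there were 4 after TopII RNAi. In a window of 120 kb, which the paper's methods state for loops and which was tried after the first values had been seen, 4 peaks were lower after Slmb RNAi and 15 after TopII RNAi, and 0 were higher. At an unadjusted p under 0.05 there were then 39 lower and 38 higher for Slmb RNAi, and 84 lower and 10 higher for TopII RNAi. The 4 peaks of Slmb RNAi, each chosen after its values were seen, were 2L 20120001–20128000 with 21680001–21688000 (log2 change −0.45), 3L 11232001–11240000 with 11488001–11496000 (−0.27), 3R 4904001–4912000 with 5024001–5032000 (−0.34) and 3R 24624001–24632000 with 25200001–25208000 (−0.53). The last 2 were also among those of TopII RNAi, which shares its mock libraries with Slmb RNAi. The window of 120 kb is wider than the median peak separation of 72 kb, so at many peaks it also counts pairs near the diagonal. Neighbouring peaks can share pairs in it. On 3L, bins 11240001 with 11392001 and with 11416001 were both called after TopII RNAi, so that the calls are not all separate.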

In summary, not only were PnM cells amenable to RNAi, but Hi-C could detect global changes in pairing as a result of the knockdown of pairing factors.

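The change over the genome was also tested by domain, as log2 of *thom* over *cis* pairs at least 1 kb apart with a pseudocount of 0.5, in domains with a mean of at least 50 *thom* pairs. For Slmb RNAi, 84.2% of 1346 domains were below 0 relative to mock, with a median log2 change of −0.14, and for TopII RNAi 86.7% of 1366 domains, with a median of −0.15. The median for TopII RNAi was −0.095 without TopII replicate 1, with 1012 of 1366 domains below 0, and −0.197 without TopII replicate 2. For Slmb RNAi, leaving out 1 library gave medians of −0.148 to −0.136. Both knockdown replicates were under both mock replicates in 51.2% and 50.5% of domains. No single domain passed limma's Benjamini-Hochberg adjusted p of 0.05, with 0 lower and 0 higher after either knockdown, and no other tool was run. At an unadjusted p under 0.05, limma had 219 domains lower and 8 higher after Slmb RNAi and 170 lower and 4 higher after TopII RNAi. With a replicate block, limma called 15 domains lower and 1 higher after TopII RNAi and 0 after Slmb RNAi, where 233 were lower at an unadjusted p under 0.05. In domains with a mean of at least 200 *thom* pairs it called 1 lower after Slmb RNAi and 3 after TopII RNAi. On simulated data, limma called 100% and 95% of domains reduced by 1 log2 unit, but 64% and 75% of those reduced by 0.5. The median change was −0.13 in tight and −0.17 in loose regions for Slmb RNAi, and −0.14 and −0.17 for TopII RNAi. From the lower P_thom_(s)/P_cis_(s), the change in PS and the lower APS after knockdown of factors known to promote pairing, the paper concludes that Hi-C can detect global changes in pairing.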

## Discussion

In conclusion, we established a hybrid, fully phased PnM cell line, which allowed us to use haplotype-resolved Hi-C to distinguish *cis* and *thom* interactions, revealing great detail in the structure of homolog pairing (Fig. 4a, b), in addition to uncovering a genome-wide correlation between pairing and gene expression. Using SNVs and our haplotype-resolved approach, we find that pairing is extensive, spanning a wide range of genomic distances, from as small as few kilobases to as large as tens of megabases, and includes *thom* domains, loops, and compartments. Furthermore, we observed two forms of pairing (Fig. 4b): a tighter, more precise form that can encompass many contiguous small domains paired at their boundaries and a looser, less precise form often corresponding to single domains flanked by tight pairing at the boundaries. The relationship between loose pairing and domains is consistent with both a transgene-based study^53^ as well as super-resolution images of juxtaposed domains^23^.

**Fig. 4:**
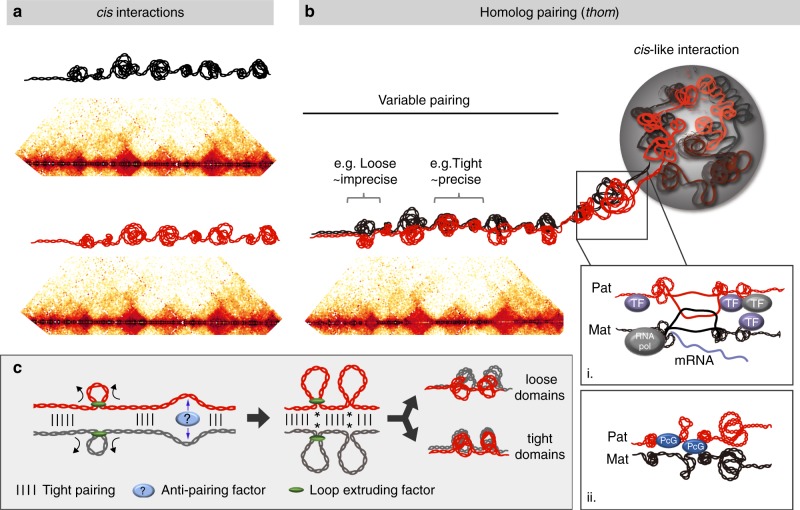
Haplotype-resolved Hi-C in PnM cells distinguished different forms of *thom* from *cis* interactions. **a** *Cis* contact maps for two homologs and schematics depicting possible *cis* interactions. **b** *Thom* contact map demonstrating a variable structure of pairing, including tight, precise pairing interspersed with looser, less precise pairing. *Thom* interactions encompass organizational structures that are concordant with *cis* behavior and could facilitate a variety of transcriptional states, including i. active or ii. repressive environments. **c** Left: Homologous loops between tightly paired regions may form by extrusion (black arrows), anti-pairing (blue arrows), or a combination of both. Right: Here, loops could result in *thom* domains that are either loosely paired (top), or railroad-track paired throughout if they fold back on each other, (bottom), with *cis*-maternal and *cis*-paternal domain boundaries concordant in both scenarios. Note, loop extrusion in mammalian systems is proposed to involve a cohesin ring^79,80^ (green oval) through which a single chromosome passes, suggesting that extrusion in the context of pairing may involve the passage of each homolog separately (shown) or two homologs simultaneously (not shown), the outcome of which could be either loosely or tightly paired domains. In a nonexclusive alternative, loops are formed by anti-pairing^29^, where pairing might be counterbalanced with unpairing via anti-pairing factors such as Cap-H2. Interestingly, extrusion and/or anti-pairing could bring enhancers and promoters together at the base of the loops (indicated by *), activating transcription, such as might happen in tightly paired regions. In the context of anti-pairing, this could explain the curious co-localization of Cap-H2 with regions of tight pairing (Supplementary Table 3; also ref. ^27^)

We also examined the relationship between pairing and genome function, discovering that tight pairing can be correlated with either expressed or repressed regions, while loose pairing is correlated primarily with repression or inactive chromatin. While this finding may suggest that gene activity can, but does not always, promote tight pairing, it is also possible that tight pairing facilitates the formation of microenvironments that can, but do not always, favor transcription. Such microenvironments may promote the entangling of R-loops (Fig. 4bi) or enrichment of RNA polymerase, transcription factors^21,54,55^, and/or insulator elements and associated proteins at domain boundaries^4,5,21,27,56,57^. In brief, a pairing-mediated microenvironment may result in a more robust level of either expression or repression (Fig. 4bi, ii) (Supplementary Table 4), consistent with the association of transvection with both gene activation and gene repression (reviewed by refs. ^8–12^). It is also possible that the different types of pairing promote or antagonize allele-specific expression; further investigation of these scenarios will require single-cell analyses. Note that our findings differ from predictions of a study^20^ that, in the absence of haplotype-resolved data, was nevertheless able to simulate pairing via the computational integration of Hi-C and lamina-DamID data representing embryos^7^ and Kc_167_ cells^58^, respectively. Contrary to our findings, the simulations predicted correlations between active regions and loose or tight pairing, and between inactive regions and tight pairing. One possible explanation is that these two studies suggest an as yet unexplored mechanism of pairing.

Loosely paired regions are equally interesting. First, unlike tightly paired domains, which are associated with both active as well as repressed regions, loosely paired domains show a preference for repressed genomic regions, with just a small percentage of the genome being both loosely paired and expressed (Fig. 3c). While these observations may suggest that inactive genomic regions lead to loose pairing, it is also possible that loose pairing is inherently not permissive of transcription. If the latter were true, and speculating broadly, then it may be that achieving tight pairing could be a first step in becoming susceptible to regulation at some loci.

Loosely paired regions are also interesting because they lack a *thom* diagonal, indicating lack of railroad track pairing within some *thom* domains (Fig. 2f, schematics below). Importantly, the boundaries of these loosely paired regions are tightly paired, supporting a model that integrates pairing, loop formation, and chromosome compaction via a mechanism wherein chromosomes are looped (buckled out) by anti-pairing between regions of pairing^29^. In these loosely paired regions, homologs (and, perhaps, sister chromatids) could be extruded or formed via some other mechanism^39^ and/or anti-paired between tightly paired regions but still interact by virtue of remaining tightly paired at their loop bases. In this scenario, tightly paired regions could behave as extrusion barriers and become boundaries (Fig. 4c). Interestingly, RNA polymerase and insulator proteins have been proposed to behave as barriers to extrusion and thus may be in play in this scenario (ref. ^59^; Supplementary Table 3). Lack of a diagonal has also been observed for polytenized chromosomes^60,61^, where it may reflect an outnumbering of *cis* contacts by an abundance of *trans* contacts. These observations raise the possibility that, under some circumstances, there may be competitive relationships between short-range *cis* and *thom* contacts^11,62^ and/or between short-range and long-range *thom* contacts.

Finally, we turn to our observation that loci interacted with a second locus in *thom* nearly as often as they did in *cis*. Researchers have long speculated about the consequences of providing regulatory regions with a *cis*-*trans* choice (reviewed by refs. ^9,11^), wherein pairing could enhance the co-regulation of allelic regions or enable transcriptional states to be transferred from one chromosome to another^14,63,64^. Indeed, as interactions in *cis* may preclude interactions in *trans*, the *cis-trans* choice recalls a hypothesis wherein regulation of a genomic region may require a balance, perhaps even a dynamic interplay, between pairing and unpairing, such as in a model counterbalancing pairing (linear locking)^62^ with unpairing (looping or buckling out) (Fig. 4c). In other words, finely regulated genomic regions may need to be poised to pair or unpair on a moment’s notice. A capacity to transition easily between different states of pairing and unpairing may even promote or antagonize allele-specific expression, where the unpaired state may facilitate allele-specific expression, especially in mammals (reviewed by refs. ^9,11^). Homolog pairing may even accomplish what compartments do in both *cis* and *trans*, and what domains do in *cis*, co-localizing genomic regions to achieve an “economy of control^64^”. How structurally and functionally independent these processes are, remains to be explored.

## Methods

### Fly stocks and crosses

Highly divergent parental fly lines from the *Drosophila* Genetic Reference Panel were selected^65^, and a cross was set up between DGRP-057 virgin females and DGRP-439 males^33^. Primary cultures were established from an overnight embryo collection aged for 2 h (2–14 h AEL).

### Establishing primary culture PnM and clonal cell line

Primary cell line was generated as described previously^66^. Embryos produced from a cross between divergent parents, about 2–14 h after egg lay, were collected overnight at 25 °C on agar juice plates covered with killed yeast paste. After the embryos were rinsed from the plates and collected in a 50 ml sieve basket they were washed using TXN wash buffer (0.7% NaCl, 0.02% Triton X-100). The TXN was replaced with 50% bleach in water for 5 min to dechorionate and surface sterilize the embryos. The embryos were washed extensively with TXN, sprayed with 70% ethanol, and transferred to a sterile tissue culture hood, where they were rinsed once in water and placed in 3 ml medium for 5 min (unsupplemented M3 Insect Media (Sigma)). Around 100 μl embryos or more were transferred to a homogenizer (Wheaton 5 ml) and homogenized in 5 ml M3 Insect medium with a loose pestle 3/4 of the way until embryos were homogenized, then 5× with a loose pestle all the way, followed by 5× with a tight pestle. The homogenate was transferred to a 15 ml conical tube, and cell debris was pelleted at 500 rpm. The supernatant was transferred to a new tube and cells were pelleted by centrifugation at 1200 rpm, resuspended in fresh media and counted. About 8 million cells were plated in 25 cm^2^ T-flasks and grown at 22 °C with 5 ml of supplemented M3 media (M3 Insect Media, 10% Fetal Bovine Serum (JRH), 2.5% Fly Extract (DGRC), 0.5 mg ml^−1^ Insulin (Sigma), 1:100 Pen-Strep (Gibco)). After a couple of weeks, the media was replaced with conditioned supplemented M3 media (0.2 μm filter-sterilized used media) and was then changed every couple of weeks for a few months. With continued passaging the cells became stable and immortalized spontaneously. Then, as they divided more regularly, they were trypsinized with TrypLE 1 × (ThermoSci) and split at 1:5 into supplemented M3 media every 2–3 days. Establishing a clonal cell line was done using a serial dilution single cell cloning protocol http://www.level.com.tw/html/ezcatfiles/vipweb20/img/img/34963/3-2Single_cell_cloning_protocol.pdf. One of the clonal lines isolated, Pat and Mat line #A1 (PnMA1), is used in this study and is referred to as PnM.

### Cell culture

Kc_167_ (stock #1), and clone8 (cl.8+) (stock #151) cells were obtained from the Drosophila Genome Resource Center and cultured according to standard protocols at 22 °C (see www.flyrnai.org for more details). Hybrid PnM cells were cultured as cl.8+ cells with supplemented M3 media (supplemented M3 media (M3 Insect Media, 10% Fetal Bovine Serum (JRH), 2.5% Fly Extract (DGRC), 0.5 mg ml^−1^ Insulin (Sigma), 1:100 Pen-Strep (Gibco)), according to standard protocols at 25 °C in small culture dishes (100 × 20 mm), with the following modifications: the cells were trypsinized and split at 1:5, or 1:10 every other day, and the media was replaced every day after they are washed with 1× PBS. To ensure the cells were in log phase for any experiment, they were split 12–18 h earlier.

### Genomic DNA extraction and PnM genome sequencing

One to two million PnM cells were used to isolate Genomic DNA using Qiagen DNeasy Blood & Tissue Kit, and ~0.5 μg genomic DNA was used for the generation of an Illumina TruSeq Nano DNA Library. The library was 150 base pair paired-end sequenced using Illumina HiSeq2500 at TUCF Genomics core.

### FACS

Cells were split a day prior and then 1–3 million cells were harvested and fixed with 95% ethanol, washed with 1× PBS and stained using FxCycle PI/RNase staining solution (Life Technologies) for 30 min at room temperature. Cell populations were assayed based on DNA content to determine their cell cycle profile using an LSR II Analyzer at the HMS Immunology flow cytometry core.

### Preparing metaphase spreads and karyotyping

Metaphase cells were prepared using protocols adapted from published methods^67^. Hundred and fifty microlitersof colchicine was added to 5 ml cells in culture at a concentration of 30 μM for 45 min prior to fixation and spread preparation. Cells were spun down at 1200 rpm, washed with 1× PBS and resuspended in 10 ml 1% sodium citrate slowly, while vortexing regularly. The cells were incubated at room temperature for 30 min. Then 1 ml of cold fixative was added (3:1 methanol: glacial acetic acid solution) while vortexing gently, cells were spun down, and washed three more times in 10 ml of the same fixative. Finally, cells were resuspended in 1 ml of the fixative and dropped at a height of 5 inches or more onto a glass slide under humidified conditions. The slide was allowed to dry in a humidified chamber and then washed in 70, 90, and 100% ethanol successively. For long-term used they were stored at 4 °C, in 1× PBS. In order to examine the karyotype, slides were mounted with Slowfade Gold Antifade with DAPI (Invitrogen). The spreads were then examined with a Nikon Eclipse Ti at 60×. The karyotype was examined for PnM cells for *N* = 50 from two different metaphase spread preparations, and showed the cell line to be male and diploid, apart from chromosome four. The fourth chromosome was 7% diploid, since it was either monosomic (~71%) or trisomic (~22%). Given its ploidy, and that it is largely heterochromatic, with an average 1 SNV per kb (compared 5 SNVs per kb for the second or third, Supplementary Table 1), it was not included in the haplotype-resolved Hi-C mapping and analysis. Karyotyping, in combination with homolog-specific FISH proved PnM cells to be male, diploid, and hybrid.

### FISH probes

Heterochromatic repeat regions were assayed using previously described FISH probe sequences, and used to assay FISH loci localization as shown previously^29,50^. The probes used were synthesized by Integrated DNA Technologies (IDT) as follows: Alexa647-359-X: /5Alex647N/-GGGATCGTTAGCACTGGTAATTAGCTGC, Atto565-AACAC-II: /5Atto565N/ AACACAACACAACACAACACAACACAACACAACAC, and Alexa488-dodeca-III: /5Alex488N/-ACGGGACCAGTACGG. The euchromatic Oligopaints FISH probes used in this study, 16E, 69C and 28B as well as HOPs probes were described previously^50,68,69^ and were generated using the T7 method^70^. The Oligopaint libraries used as template DNA are described in Supplementary Table 6 and are amplified using the primers shown in Supplementary Table 7. Secondary probe binding sites were added to Oigopaints’ mainstreets, and T7 sequences to backstreets by touch-up PCR. For detecting the euchromatic Oligopaints, a secondary fluor-tagged probe sequence complementary to the mainstreet, was co-hybridized with the primary probe. Homolog-specific Oligopaints (HOPs) probes include at least one SNV location per Oligopaint and are used to distinguish either 2L or 3L homologs in the hybrid line by targetting a 2 Mb sub-telomeric region on either chromosome 2, and chromosome 3. The secondary, dual labeled probes used for detection of euchromatic targets are ordered from IDT and are as follows: Secondary1: /5Alex488N/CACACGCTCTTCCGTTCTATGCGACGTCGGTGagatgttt/3AlexF488N/, secondary5: /5Atto565N/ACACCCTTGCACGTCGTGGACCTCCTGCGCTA/3Atto565N/, and secondary6: /5Alex647N/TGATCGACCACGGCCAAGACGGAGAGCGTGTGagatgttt/3AlexF647N/.

### Metaphase FISH

Metaphase FISH was done as described previously^67^. Slides from the metaphase spread preparation were rehydrated in 1× PBS for 5 min and denatured in 67% formamide/2× SSCT at 80 °C for 90 s, followed by washes in ice-cold 70, 90 and 100% ethanol. 20 pmol of HOPs were co-hybridized with 40 pmol of secondaries without any additional denaturation at 42 °C overnight. The remainder of the protocol is the same as the interphase FISH protocol.

### Interphase FISH

Fluorescence in situ hybridization was done as in described previously^70^. A cell suspension of 0.5–1 million cells per ml was allowed to settle on poly-l-lysine coated slides for a few hours, washed with 1× PBS, then fixed in 4% paraforlamdehyde and washed in 1× PBS again. The slides were either used for FISH immediately or stored in 1× PBS at 4 °C. Just before FISH, the cells were permeabilized by incubating in 0.5% PBST for 15 min, and 10 min in 0.1 M HCl. The slides are then washed in 2× SSCT for 5 min (0.3 M sodium chloride, 0.03 M sodium citrate, 0.1% Tween-20), and (50% formamide, 2× SSCT). FISH slides were incubated in (50% formamide, 2× SSCT) 60 °C for 20 min. FISH probes were added in a hybridization solution of (10% dextran sulfate, 2× SSCT, 50% formamide) and 100 pmol of heterochromatic, or 50 pmol euchromatic probes, 16E, 28B, 69C and BX-C per hybridization. The slides were then denatured by placing them on a heat block at 80 °C for 3 min and allowed to co-hybridize overnight at 42 °C with 40 pmol of secondary probe. Following hybridization, slides were washed in 2× SSCT at 60 °C for 20 min, 2× SSCT at room temperature for 5 min, and 0.2× SSC at room temperature for 10 min before being mounted using Slowfade Gold Antifade with DAPI (Invitrogen) and imaged. To quantify level of pairing for the second and third chromosomes at the same time, probes were co-hybridized for 28B-II, 69C-III FISH probes or AACAC-II, and dodeca-III. Since the cell line is male, to score cells that are non-replicating, we used probes targeting the X chromosomes in our co-hybridization reactions, using either euchromatic target 16E or heterochromatic target, 359, and consider the pairing only in cells with one X-specific FISH signal per nuclei.

### Image acquisition and analysis

All images were obtained using Nikon Eclipse Ti microscope with a 60X oil objective and Nikon ND acquisition software. The raw TIFF files obtained were analyzed using custom-written MATLAB scripts^29^ and later adapted^67^ for measuring different properties such as the number of FISH dots per nucleus. All uniquely identifiable foci of fluorescent signal (above background) were counted as FISH signals. The number of FISH foci were also counted manually to confirm consistency and determine the degree of localization of FISH foci in 3D. Homologous loci were considered paired if FISH signals targeting the loci co-localized (i.e., gave a single signal) or exhibited a center-to-center distance of ≤0.8 µm.

### Immunostaining to determine cell type and mitotic index

PnM cells were fixed with 4% formaldehyde for 20 min, following previously published protocols^67^. In order to determine the mitotic index for the PnM hybrid clone, a primary antibody against phosphohistone H3 (P-H3; rabbit used at 1:100; Epitomics) was used for immunofluorescence in a 1× PBS buffer. A Cy3-conjugated anti-rabbit secondary antibody (Jackson ImmunoResearch Laboratories) was used at 1:100. Mitotic index for PnM cells was determined to be 2.48% ± 0.78, *N* = 1300.

In order to determine cell type as described previously^71^, PnM were immunostained using rabbit anti-dMef2 antibody, which was a gift from Bruce Paterson^72^. The antibody was used at 1:1000, with a Cy3-conjugated anti-rabbit secondary antibody at 1:100 (Jackson immunoresearch). The cells expressed dMef2 exclusively, and are most likely of mesodermal origin, as they tested negative for other cell type markers including an epithelial cell marker; D-E-Cadherin, ((Rat)-anti E-Cadherin 1:5 (Hybridoma Bank, Iowa), a fat cell marker; Nile red solution, (Sigma; 1% stock in DMSO diluted to 1:5000), and a nerve cell marker; horse Radish peroxidase (HRP) (Jackson immunoresearch (Rhodamine conjugated) 1:200).

### dsRNA synthesis and RNAi treatment

Synthesis of dsRNA was carried out according to standard protocols (see www.flyrnai.org for more details). Control cells were treated with blank dionized water. Primers used for dsRNA synthesis are listed in Supplementary Table 8. The dsRNA was administered to the cells using a calcium phosphate transfection kit (Invitrogen) in 60-mm well plates. Kc_167_ cells were seeded at 2 million cells per ml and treated with 15 μg dsRNA and harvested after 3 days. PnM cells were seeded at 1 million cells per ml and treated with 30 μg dsRNA on the first and third day, and then harvested on the fourth. Cells from the knockdowns were counted and an aliquot was taken for RNA isolation, and once knockdown of mRNA was confirmed cells were split to be fixed for Hi-C, and for FISH. Two biological replicates were processed for each treatment. Knockdowns in Kc_167_ cells were used as a control for the quantification of knocking down mRNA but were not processed for Hi-C experiments.

### Cap-H2 overexpression

Wild-type Cap-H2 was gateway cloned into Actin-driven, venus-tagged vector (Avw-Cap-H2). Cells were transiently transfected using a calcium phosphate transfection kit (Invitrogen) in 60-mm well (at 1 million cells per ml), according to manufacturing recommendations, apart from adding a booster transfection at day 4 and harvesting cells at day 6. Cells were fixed and prepared for FISH as described previously.

### qPCR

Quantitative PCR was used to assay efficiency of RNAi knockdowns according to standard techniques. Total RNA was isolated from cells using a Qiagen RNeasy Plus kit and then converted to cDNA using SuperScript VILO cDNA synthesis kit (Invitrogen) for RT-PCR. Primers for qPCR were designed using Primer3 website (http://bioinfo.ut.ee/primer3-0.4.0/) and are listed in Supplementary Table 9. Reactions were set up according to recommended protocol using iQ SYBR Green Supermix (BioRad) and run on BioRad CFX Connect Real-Time System at an annealing temperature of 58 °C. BioRad software determined CT values for qPCR reactions, and the level of knockdown is determined using the 2^(*−∆∆CT*)^ method^73^. The level of knockdown was determined for two biological replicates and normalized to two controls; Act5c, and RP49. Cells that shows a significant drop in mRNA levels were later processed for Hi-C experiments.

### In situ Hi-C protocol

This protocol was adapted from a previously published protocol^32^ with modifications. Unless otherwise specified, 75 T flasks of PnM cells were cultured to 70% confluency, then washed with FBS-free Schneider’s medium, and crosslinked with 1% formaldehyde for 10 min at room temperature. Fixation was quenched with 1 M glycine solution, and the cells were scraped gently off the flask, spun down at 1200 rpm, and washed once more with 1× PBS. Supernatant was removed, and cells were resuspended in 1× PBS and then ~2.5 million cells were counted to be used for the rest of the protocol. Nuclei were permeabilized with ice cold lysis buffer (10 mM Tris-HCl pH 8.0, 10 mM NaCl, 0. 2% Igepal supplemented with 5X Complete, EDTA-free Protease inhibitors (Roche). DNA was digested with 500 units of DpnII, and the ends of restriction fragments were labeled using biotinylated nucleotides and ligated in a small volume. After reversal of crosslinks, ligated DNA was purified and sheared to a length of ~700 base pairs with QSonica sonicator (30% power, 30 s on, 30 off for 20 min, at which point ligation junctions were pulled down with Dynabeads MyOne Streptavidin beads (Invitrogen) and prepped for Illumina sequencing. Aliquots at different steps were taken to measure the concentration with Qubit dsDNA HS assay kit and run on a 2% agarose gel with SYBR Gold nucleic acid gel stain (1:10000) to ensure quality of the sample prepared, and efficient digest, ligation, and binding to the beads. For library preparation, we used BioNEXTFLEX barcode-6 (Bioo Scientific) and followed manufacturer recommendations, amplified our final library with Q5 HIFI Hot Start High Fidelity PCR and Biooscientific primer mix for six cycles on the beads. The final product was then diluted to 250 μl with 1 mM Tris-HCl, and separated on a magnet, then transferred the supernatant to a new tube and purified with 0.7× AMPure XP bead (Beckman Coulter). Incubation times are extended to 15 min to maximize library recovery. To remove traces of short products, we resuspend beads in 100 μl of 1× Tris buffer and add another 70 μl of AMPure XP beads. Mix by pipetting 20× and incubated at room temperature for 15 min, and separated for another 15 min, and continue with the washes and drying as previously described. Once the beads are dry, we resuspended in 20 μL 1× Tris-HCl, incubated for 15 min, then separated for another 15 min on the magnet and transferred the final library to a fresh tube. Two replicates were prepared per sample. The library quality was assessed using the High Sensitivity DNA assay on a 2100 Bioanalyzer system (Agilent Technologies). Then were 150 base pair paired-end sequenced using Illumina HiSeq2500 at TUCF Genomics core. PnM untreated samples (two replicates) were sequenced in four lanes, while each of the RNAi treatments (two replicates) was sequenced in one lane.

### RNA isolation and library preparation

Total PnM RNA was purified from ~8 million cells per replicate using TRIzol (Life Technologies), followed by chloroform extraction, DNase treatment with RNase free DNase I recombinant (Roche), and clean up with RNeasy Mini kit (Qiagen). The quality of total RNA was determined using Agilent RNA 6000 Pico assay on a 2100 Bioanalyzer system (Agilent Technologies). RNA-Seq libraries were prepared using NEBNext Poly(A) mRNA Magnetic Isolation Module and NEBNext Ultra Directional RNA Library Prep Kit for Illumina according to the manufacturer’s instructions. Poly(A) + RNA was enriched from 1 μg of total RNA, fragmented for 10 min at 94 °C, and reverse transcribed in the first strand cDNA synthesis with random primers. After adaptor ligation, cDNA was size selected between 400–600 base pairs with Agencourt AMPure XP beads, and amplified for 12 PCR cycles. The library quality was assessed using the High Sensitivity DNA assay on a 2100 Bioanalyzer system (Agilent Technologies). RNA-Seq libraries corresponding to three biological replicates were 150 base pair paired-end sequenced with Illumina HiSeq2500 at TUCF Genomics core.

### Western blot

Whole cell extracts were prepared after 6 days of transient transfections and their protein levels were analyzed according to standard protocols. Blots were probed using a rabbit anti-GFP antibody (ab290, 1:1000) to detect levels of Venus-Cap-H2-WT, and a mouse HRP-conjugated anti-α-tubulin antibody (ab40742; 1:5000) was used as a loading control. Probing with anti-GFP was followed by a rabbit secondary antibody conjugated to HRP (at 1:5000:). Blots were stained using Pierce ECL Western Blotting Substrate (ThermoFisher Scientific).

### The construction of diploid PnM fly genome

We generated the diploid genome (hybrid PnM genome) using (i) the homozygous autosomal PnM SNVs, (ii) the heterozygous phased autosomal PnM SNVs and (iii) the homozygous chrX PnM SNVs.

After sequencing the F1 PnM cell line at the average coverage of 396 reads per base pair [https://www.ncbi.nlm.nih.gov/pubmed/29096012], we used *bcftools* to detect the sequence variation of this library. We obtained high-quality normalized sequence variants using the following:

1. ‘seqtk trimfq’ to trim low-quality sequences, BWA mem, to align whole genome paired-end reads against the reference dm3 genome, and ‘samtools–rmdup’ to remove aligned PCR duplicates
2. ‘bcftools pileup–min-MQ 20–min-BQ 20’ to pile alignments along the reference genome.
3. ‘bcftools call’ to call raw sequence variants from the pileups.
4. ‘bcftools norm’ to normalize raw sequence variants.
5. ‘bcftools filter INFO/DP > 80 & QUAL > 200 & (TYPE = “SNV” | IDV > 1)’ to select only high-coverage high-quality normalized sequence variants using.

The two inbred parental fly lines (057 and 439) were sequenced at the average coverage of 118, and 117 reads per base pair, respectively, and treated similarly to detect sequence variation in their libraries as described in our companion paper^33^. Using the variants from PnM, and the two paternal lines, we then phased heterozygous PnM variants using ‘bcftools isec’. Then, we picked high-confidence variants on the maternal autosomes by selecting heterozygous PnM variants that were present among maternal 057 variants and absent among paternal 439 sequence variants (both homo- and heterozygous); the high-confidence paternal variants phasing was selected in an opposite manner. Since PnM is a male line, for chrX, we considered only homozygous, high-quality variants detected in the PnM cell line. To reconstruct the consensus sequence of the paternal copy of chrX, we kept only homozygous variants detected in the paternal 439 fly line. Finally, we reconstructed the sequence of the PnM cell line with ‘samtools consensus’, using (a) the homozygous autosomal PnM SNVs, (b) the heterozygous phased autosomal PnM SNVs and (iii) the homozygous chrX PnM SNVs.

The number of reads from the hybrid genome, and parental lines used for phasing are summarized in Supplementary Table 10. Overall, WGS confirmed PnM cell line hybrid status, apart from uncovering a 24.6 Mb partial uniparental disomy of the right arm of chromosome 3 (chr3R). We adjusted our downstream analyses to take that into consideration (described in more detail later).

### Mapping and parsing

Using the standard mode of *seqtk trimfq* v.1.2-r94 [https://github.com/lh3/seqtk], we trimmed low-quality base pairs at both ends of each side of sequenced of Hi-C molecules. This was followed by mapping the trimmed sequences to either, the reference dm3 genome, or the newly constructed dm3-based diploid genome (hybrid PnM genome) using *bwa mem* v.0.7.15 [https://arxiv.org/abs/1303.3997] with flags -SP.

We then used the *pairtools parse* command line tool (https://github.com/mirnylab/pairtools), to extract the coordinates of Hi-C contacts, kept read pairs that mapped uniquely to one of the two homologs, and used the standard mode of the *pairtools dedup* command line tool to remove PCR duplicates. Breakdown of the total number of reads recovered after the mapping and filtering process are summarized in Supplementary Table 2, and a summary of *cis* and *thom* reads recovered at different genomic separations is found in Supplementary Table 11.

Detailed methods estimating the percent of homolog misassignment was discussed in our companion paper^33^.

### Contact probability P(s) curves

To calculate the functions of contact frequency P(s) against genomic separation (s), we used unique Hi-C pairs, and grouped genomic distances between (10 base pairs and 10 megabases) into ranges of exponentially increasing widths, with eight ranges per order of magnitude. We found the number of observed *cis* or *trans*-homolog (*thom)* interactions, within this range of separations, and divided it by the total number of all loci pairs separated by such distances.

### Pairing score

We introduced a genome-wide track called pairing score (PS), to measure the strength of the diagonal and to characterize the degree of pairing between homologous loci across the whole genome. The PS of a genomic bin is log_2_ of average *trans*-homolog (*thom)* Iteratively Corrected (IC) contact frequency (CF) between all pairs of bins within a window of +-W bins. For each genomic bin i, its PS with window size W is defined as:

PS^W^(i) = log_2_<CF_m,n_>, averaged over bins *m* and *n* between i−W-th and i+W-th genomic bins on different homologs of the same chromosome.

As a control measure, we complemented the PS with a *cis* score (CS), which is calculated the same way as the PS, but over the *cis* contact map. Comparing the PS and CS value in a given bin reveals if the local variability in the PS is due to a change in homologous pairing in 3D (which affects the PS but does not affect the CS) or due to a theoretically possible local deviation from the equal visibility assumption of IC (which would affect both PS and CS equally). Using this definition, the PS quantifies only contacts between homologous loci and their close neighbors and not non-homologous loci on homologous chromosomes. We chose the window size W to be a balance between specificity and sensitivity. Increasing the window size increases sensitivity, accumulating contacts across more loci pairs, while smaller windows favors specificity, allowing to see smaller-scale variation of homologous pairing. For our contact maps with a 4 kb resolution, using a 7 × 7 bin window (*W* = 3) provided a balance between specificity and sensitivity. We interpreted the obtained PS tracks using a simple assumption: if a genomic locus was paired with its counterpart on the homologous chromosome in 100% of cells, the frequency of the *thom* contacts (i.e., PS) around the locus should be equal to the frequency of corresponding short-distance *cis* contacts (i.e., CS).

### Insulation scores

Using the package *cooltools diamond_insulation* (https://github.com/mirnylab/cooltools) we calculated the tracks of contact insulation score. The method used is based on the algorithm described in (10.1038/nature14450) and adjusted in (10.1016/j.cell.2017.05.004). We calculated the insulation score as the total number of normalized and filtered contacts formed across that bin by pairs of bins located on the either side, up to 5 bins away, for each bin in our contact map binned at 4 kb resolution. Then we normalized the score by its genome-wide median. To find insulating boundaries, we detected all local minima and maxima in the log_2_-transformed and then distinguish them by their prominence (Billauer E. peakdet: Peak detection using MATLAB, http://billauer.co.il/peakdet.html). The insulating boundaries were the detected minima in the insulation score, corresponding to a local depletion of contacts across the genomic bin. We empirically found that the distribution of log-prominence of boundaries has a bimodal shape. Based on that, we selected all boundaries in the high-prominence mode above a prominence cutoff of 0.1 for Hi-C mapped to the reference dm3 map, and a cutoff of 0.3 for allele-resolved Hi-C maps. We called the insulating boundaries in *thom* contact maps using the same approach and requiring a minimal prominence of 0.3. Finally, we removed boundaries that are adjacent to the genomic bins that were masked out during IC. We evaluated the similarity of insulating boundaries that were detected in the *cis* and *thom* contact maps by calculating the number of overlapping boundaries and allowing for a mismatch of up to four genomic 4 kb bins (16 kb total) between overlapping boundaries to account for the drift caused by the stochasticity of contact maps.

### Detecting tightly and loosely paired genomic bins

We used the genome-wide PS track to classify each genomic bin as either tightly or loosely paired. We noticed that the genome-wide distribution of PS (Supplementary Fig. 6a, b) showed a well-pronounced peak at higher values of PS and a tail extending into the lower values of PS. We interpreted this distribution with a model, where each bin can be either tightly or loosely paired with a homologous locus on the second chromosome. In this model, tightly paired loci showed high PS values, producing the peak on the genome-wide distribution of PS, while loosely paired loci had lower PS values, giving rise to the tail of the PS distribution. We separated the peak from the tail of the distribution by fitting it with a sum of two Gaussians (Supplementary Fig. 6b); to stabilize the fitting procedure, we also clipped PS values below −3. The probability densities of the two Gaussians become the same at PS = −0.71. Thus, we classified all genomic bins with PS < −0.71 as loosely paired (since they are more likely to belong to the low-PS Gaussian) and the bins with PS > −0.71 as tightly paired.

### Determining tight and loose paired regions in the PnM genome

A close examination of the PS track revealed two important features: (i) the fly genome is divided into regions that demonstrate consistently high, relatively similar, values of PS, followed by extended regions where PS dips into lower values, (ii) switching between high- and low-PS regions seemed to occur often around insulating boundaries.

We used the PS and insulating boundaries to determine the precision of pairing in the genome, and examine the variation of pairing more closely, in addition to the internal organization of tight and loose pairing. First, we divided the genome into regions between pairs of consecutive boundaries (as detected in reference-mapped, i.e., not allele-resolved Hi-C data). Second, we classified each of these regions as either tight or loosely paired, depending on the number loosely paired bins in that region. Because the dips in the PS track tend to be gradual, with PS being noticeably low only further away from the boundaries, we considered the cutoff of 25% of loosely paired bins per region to be sufficient to call the whole region as loosely paired. Finally, we noticed that this method occasionally split single loosely paired regions into a few smaller ones, presumably due to false positive boundary calls. To mitigate this issue, we merged consecutive loosely and tightly paired regions into larger ones if the boundary bin between them was classified the same way. We then used the detected regions of loose and tight pairing to calculate scaling curves P_cis_(s)^loose^, P_cis_(s)^tight^, P_thom_(s)^loose^, and P_thom_(s)^tight^. We calculated these curves using the same method as for the genome-wide P_cis_(s) and P_thom_(s), but only considering pairs of loci within the same region. See supplementary Note 1 for a detailed discussion.

### Quantifying genome-wide changes in pairing in knockdowns

In order to quantify the genome-wide changes in pairing observed in knockdowns, we developed a metric that summarized the degree of pairing in each sample, and quantified the genome-wide changes in pairing observed in knockdowns, called Aggregated Pairing Score (APS):

APS = Mode (PS-CS), i.e., the most probable value of PS-CS genome-wide.

We reasoned that APS makes a good estimate for the degree of pairing exhibited by cells genome-wide for two reasons. First, APS has a simple interpretation—since the PS and CS quantify the log_2_ intensity of the main diagonal, APS thus describes the most probable log_2_ ratio of short-distance *thom* contact frequency to short-distance *cis*. Second, APS is stable, since the most probable value in a distribution is not affected by the presence of heavy tails.

For a given pair of conditions, the statistical significance of the difference between their APS was determined with bootstrapping. Specifically, we tested the null hypothesis that the (PS-CS) distributions for both conditions were drawn from the same underlying distribution (i.e., if PS-CS for each condition has a similar distribution). We merged (PS-CS) distributions for both conditions, and then drew 1000× pairs of random samples and calculated the difference of their APS. Finally, we calculated a *p*-value as a fraction of random sample pairs that had a larger difference of APS than the one observed in our data.

### Eigenvectors

We quantified the compartment structure using of Hi-C maps with eigenvectors of observed/expected Hi-C maps, using a modified procedure from Imakaev et al.^74^. We performed eigenvector decomposition of the observed/expected 4 kb contacts maps subtracting 1.0 from each pixel. Finally, for each chromosome, we selected the eigenvector showing the highest correlation with the track of the number of genes overlapping each genomic bin. This method for eigenvector detection is available in *cooltools*.

### Loop quantitation

The contact frequency at each loop was calculated as the sum of the Iteratively Corrected Contact Frequency in a 120 kb × 120 kb window surrounding the loop.

### ChIP-seq overlap with boundaries and Correlation with PS

We mapped the publicly available raw ChIP-seq data following the procedure used by the ENCODE consortium^75^, (https://github.com/ENCODE-DCC/chip-seq-pipeline). We used architectural protein ChIP datasets described in Supplementary Table 3.

After mapping ChIP-seq datasets to the reference genome, we called TF binding peaks using MACS2 with a maximal p-value cutoff of 0.01 and a minimal peak score cutoff of 200. Then, for each data set, we calculated (a) the percent of insulating boundaries in PnM cells overlapping ChIP-seq peaks using bedtools^76^, and (b) the Spearman’s rank correlation coefficient between the pairing score and the enrichment of the ChIP-seq signal over the input at 4 kb resolution.

### Determining *cis* and *thom* contact map resolution

The estimated 4 kb resolution is based on ~75.4 million mappable pairs, with minor differences in the resolution for *cis* and *thom* contact maps. One of the key factors defining the resolution of a Hi-C dataset is the sequencing depth. If we pick a resolution too high (i.e., bin size is too small) for a given sequencing depth, we end up with many empty pixels (zero pixels), and overall, read counts would be distributed over many more pixels and thus would be more prone to sampling noise. In addition, because the mean number of read counts decays with distance, more distant diagonals will have more empty pixels. Thus, to address the difficulty of determining the optimal resolution across an entire contact map, we try different bin sizes and determine the number of empty pixels along each diagonal. The optimal resolution would be the one where there are only a few empty pixels at diagonals-of-interest—i.e., diagonals containing TADs (<~100 kb). In the case of untreated PnM cells, we looked at four resolutions: 1, 2, 4, and 10 kb and plotted the fraction of non-zero pixels in diagonals as a function of the genomic separation or distance (Supplementary Fig. 14). To interpret these curves, we set a criterion wherein the best resolution was the finest resolution at which we still had more than 50% non-zero pixels at 100 kb separation (relative average TAD scale). By this criterion, a 4 kb resolution emerged as optimal for both *cis* and *thom* contact maps.

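At a separation of 100 kb in the pooled untreated maps, 60.2% of *cis* and 56.5% of *thom* pixels of 4 kb were nonzero. With 2 kb pixels the shares were 30.3% and 26.9%, and with 1 kb pixels they were 11.8% and 10.0%. At 10 kb they were 91.1% and 89.9%. Single replicates were below 50% at 4 kb, with 44.3% and 45.7% for *cis* and 40.2% and 41.7% for *thom*.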

### Detecting chr3R disomy

During the analyses of the WGS and Hi-C reads, we noticed that the maternal homolog (057) of chromosome 3R had consistently higher sequencing coverage than the paternal one (439), from 3.24 Mb and to the telomere. This difference in sequencing coverage was particularly noticeable at the level of the IC balancing weights, which were on average 1.44X higher in this region for the paternal homolog (thus, compensating for lower coverage) comparing to the maternal homolog. Such pattern can be explained by a partial maternal disomy in a fraction of cells. 

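From 3.24 Mb to the end of 3R, the mean balancing weight of the paternal homolog was 1.43 times that of the maternal homolog in the pooled untreated map. On 2L, 2R and 3L the same ratio was 0.993. In this part of 3R, 14995765 read sides were maternal and 10032552 were paternal, a ratio of 1.49.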

A disomy in a fraction *x* of cells leads to *r* = (1 + *x*)/(1−*x*) times higher sequencing coverage of the maternal homolog. Conversely, the observed ratio *r* of sequencing coverage of the two homologs can be explained by partial uniparental disomy in *x* = (*r*−1)/(*r* + 1) fraction of cells. Using this approach, we estimate that the chr3R partial disomy is found in 17.9% cells of the untreated Hi-C sample, 20.6% cells of the mock-depleted sample, 21.5% of the Slmb-depleted sample and 19.6% of the TopII-depleted sample.

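From the ratio of the weights, the share of cells with the disomy was 17.6% ± 0.0973 (SD, n = 2 replicates) in untreated cells, 20.4% ± 0.755 in mock RNAi, 21.6% ± 0.395 in Slmb RNAi and 19.7% ± 1.64 in TopII RNAi. Taken from the read sides in place of the weights, the alternative that moved the shares most, they were 19.8%, 23.7%, 25.5% and 23.5%. Both replicates of untreated cells were below both replicates of each RNAi condition.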

### RNA-Seq

We mapped the raw RNA-seq data using STAR [https://academic.oup.com/bioinformatics/article/29/1/15/272537] following the same procedure as used by the ENCODE consortium [https://github.com/ENCODE-DCC/long-rna-seq-pipeline/tree/master/dnanexus].

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Source Data

## Data Availability

The source data underlying Fig. 1d, Fig. 3e, and Supplementary Fig. 11a, and b are provided as a Source Data file. All raw sequencing data and extracted Hi-C contacts have been deposited in the Gene Expression Omnibus (GEO) repository under accession number GSE121256. Hi-C data obtained in this study is available for browsing using the HiGlass web browser^77^. Publicly available ChIP-seq datasets used in this study are listed in Supplementary Table 3.

How the deposited data were processed for this re-analysis (not part of the article)

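The re-analysis used haplotype-resolved Hi-C of PnM cells in 4 conditions (untreated, mock RNAi, Slmb RNAi and TopII RNAi) with 2 replicates each, 8 libraries in all. FISH, RNA-seq, embryos and chromatin types were not analysed here.

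The authors trimmed the reads, aligned them with bwa mem 0.7.15-r1140 to a hybrid genome made of both haplotypes of dm3, extracted pairs with pairsamtools 0.0.1-dev, kept pairs that mapped uniquely to 1 of the homologs, and removed PCR duplicates. The pairs are either of 2 linear alignments or rescued from chimeric reads. The deposited lists hold, for each unique pair, the base-pair position and strand of each side and its mapping quality score, which the authors left as the aligner gave it. They hold no normalized values, and each library is given alone. All contact counts, balanced maps and scores were computed here from these pairs. The median over pairs of the lower mapping quality score of a pair was 21 for *cis* and for *thom* pairs in every library, and no filter on the score was applied here.

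The libraries held 37284329 and 38465767 pairs for untreated cells, 11038225 and 12077016 for mock RNAi, 11322972 and 10190412 for Slmb RNAi, and 11635751 and 11340208 for TopII RNAi. The 0.485% of untreated pairs with a side off the 5 large arms were left out, because the small contigs hold few pairs. Pairs with a side on X, 38.9%, were left out of counts and contact frequencies, because a single X cannot form homolog contacts. They took part in the balancing of the 4 kb maps. Single-replicate maps of untreated cells had fewer than 50% nonzero *thom* pixels of 4 kb at 100 kb, and the RNAi maps are shallower still, which limits the precision of values per bin. Values are therefore given for pooled replicates, with the SD over the replicates analysed alone.

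Contact frequencies were taken in 8 ranges of separation per order of magnitude. Maps of 4 kb bins were balanced with iterative correction. PS and CS were the log2 mean of balanced pixels in a window of 12 kb to each side of a bin, without the main and the next diagonal, relative to the median CS of the map, in windows with at least 50% of pixels unmasked. APS was the mode of PS minus CS. Boundaries were minima of the log2 insulation score of a diamond of 5 bins with a prominence over 0.3, or 0.1 in the collapsed map, matched within 4 bins. The PS threshold was where 2 fitted Gaussians cross, with PS clipped at −3, and an interval with at least 25% of bins under it was loose. The eigenvector was oriented by the density of *cis* boundaries within 100 kb. Peaks were called at 8 kb in the untreated pool. Log2 values of peaks and domains were compared with limma 3.58.1 (lmFit and eBayes with trend) in R 4.3.3, with Benjamini-Hochberg adjustment at 0.05. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0, scikit-learn 1.9.0 and matplotlib 3.10.9.

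Several details were set after first values had been seen. The insulation diamond at first included the bin itself and was changed to the wording of the paper's methods, and the minimum share of unmasked pixels was raised from 40% to 50%. Both earlier forms were kept as alternatives. The clip of the observed over expected map before the eigenvectors, the algorithm of the Gaussian fit, the shape of the local background of peaks, the treatment of masked bins in the search for boundaries and the pixels counted in the share of nonzero pixels had not been fixed beforehand either.

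Each comparison of conditions entered only the libraries of the 2 groups compared. With 2 replicates against 2, exact permutation tests cannot give a two-sided p below 0.33. Values along the genome were tested by circular shifts of bins, which keep the order of neighbours. The limma step was tested on simulated data with known changes, drawn for each comparison from the real library sizes. In the main comparisons replicate numbers were not used as a block. The differences between replicates of knockdown and of mock with the same number had correlations across peaks and domains between −0.0267 and 0.0369, and a fit with a replicate block is among the alternatives. The mock libraries were shared by both knockdowns, and 100 simulated sets of unchanged libraries gave the correlation that this sharing brings.

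The alternatives were the arms used, pair orientation, pixels and width of the PS window, balancing, depth, the summary of PS minus CS, prominence and matching of boundaries, region length, bin size, pseudocounts, filters on low counts, the peak threshold and window, the replicate block and leaving out each replicate in turn. They were fixed before the data were examined, except those named as added later.

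Features named in the text followed a rule set before the data were examined. It names the arms 2L, 2R, 3L and 3R, the windows of 2L that the paper shows, the 3 peaks with the largest observed over expected value in untreated cells, and for each knockdown the 3 peaks and the 3 domains with the largest fall among those that passed the threshold in both replicates. As 0 peaks and 0 domains passed in the main comparisons, other peaks and domains are named with the remark that they were chosen after their values were seen. Genes were to be named only with an annotation of dm3, and none was used here.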

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

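The test in this part was chosen before its result was seen.

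Pairs with a side on X made up 38.9% of the pairs of untreated cells, 29434582 pairs, and the paper reports no result from them. They stand out because X is 10.4% of the mapped length, 22.4 Mb. The share was 39.0% in mock RNAi, 38.9% in Slmb RNAi and 39.5% in TopII RNAi, so that it did not set the treatments apart. Per window of 100 bp, X had 247 read sides, whereas the homologs of the autosomal arms had between 37.4 and 55.2. The paper assigns each side of a pair to a parent by the SNVs it carries. If reads on X were placed without an SNV, because the map holds a single copy of X, they would cover X more evenly than the SNVs allow on the autosomes. With read sides thinned to the depth of the autosomes, 6.42% of windows of X had no read side, against 37.6% to 43.8% on the autosomal homologs. This is consistent with placement on X that does not need an SNV. A difference in the density of SNVs, in mappability or in copy number between X and the autosomes was not tested. No biological explanation was tested. The counts and contact frequencies reported for homolog pairing leave out all pairs with a side on X. These pairs did take part in the balancing of the 4 kb maps, and so bear on PS, CS, APS, boundaries and eigenvectors.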

How the results depend on the processing

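The alternatives that were chosen only after results had been seen are the comparisons of knockdowns with untreated cells, the shares of bins by PS and compartment, the thinning to equal autosomal pairs, the 40% rule for windows, the insulation diamond with the bin itself, the 120 kb window, the block lengths and leave-outs at sub-telomeres, the orientation and leave-outs of *thom* over *thet*, and the replicate block of mock against untreated. Those for the share of bins under the PS threshold were also chosen only then.

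Over 63 results, 459 values were computed under an alternative. Of these, 336 counted as unchanged, 105 moved, 1 lost its test's threshold and 17 changed direction. Comparisons between conditions counted as unchanged whenever their direction was kept, whatever their size. Other values with a test had to keep their side of its threshold. Counts of called peaks and domains had to stay within 1.5 times, and all other values within the replicate SD. P_thom_(s)/P_cis_(s) of Slmb RNAi over mock was below 1 in all 28 values at 1 kb to 1 Mb, between 0.844 and 0.967, and that of TopII RNAi in all 28, between 0.873 and 0.956. The quotients over untreated cells were below 1 in 28 of 28 values for each knockdown. APS was lower than in mock in all 14 alternatives for Slmb RNAi, from −0.191 to −0.061, and in all 14 for TopII RNAi, from −0.271 to −0.084. With the replicate block, the quotients over mock at 10 kb were 0.918 and 0.904 and the APS differences were −0.121 and −0.139. The cause of the changes that follow was not tested, except where the alternative itself shows it.

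With all pixels of the window, the main diagonal included, the PS threshold was −3.00, the loose share 47.7%, the share of bins under the threshold 37.1% and APS of untreated cells −2.48. Bins tight and in A, tight and in B, loose and in B, and loose and in A were then 52.9%, 10.2%, 24.4% and 12.5%. APS of mock minus untreated became 0.397, Slmb RNAi minus untreated 0.214 and TopII RNAi minus untreated 0.313, all 3 reversed, and loose minus tight for TopII RNAi became −0.105. With raw pair counts, the threshold was −3.00, the loose share 6.01%, bins under it 4.28% and the 4 shares of bins 64.1%, 31.8%, 2.53% and 1.49%, and loose minus tight became −0.463 for Slmb RNAi and −0.162 for TopII RNAi. In both settings the threshold lies at the clip of the fit. With W = 5 bins, the threshold was −1.07, the loose share 19.0%, bins under it 14.5%, the shares of bins 62.5%, 23.2%, 11.4% and 2.92%, and loose minus tight for Slmb RNAi −0.065. With W = 2 bins, the loose share was 38.3%, bins under the threshold 28.1%, APS of untreated cells −0.299, the shares of bins 56.9%, 15.2%, 19.2% and 8.68%, and loose minus tight for TopII RNAi −0.026. At the paper's threshold of −0.71, the loose share was 47.6%, bins under it 36.8% and the shares of bins 51.9%, 11.4%, 23.0% and 13.7%.

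APS of untreated cells was −0.353 when libraries were thinned to the smallest, −0.324 at equal autosomal pairs and −0.554 as a median. Thinning to the smallest library reversed mock minus untreated to 0.026. Equal autosomal pairs did not reverse it, with −0.327 in mock and −0.324 in untreated cells. PS near minus far from *thom* boundaries was 0.0113 and lost its p. The shares of *cis* boundaries found in *thom* and of *thom* boundaries found in *cis* were 78.6% and 77.1% at prominence 0.2, 65.1% and 73.2% at 0.5, 62.4% and 66.7% for the diamond with the bin itself, 57.5% and 58.2% for a match within 1 bin, and 66.3% and 67.3% within 2 bins. They were 68.8% and 77.0% with the maternal homolog only and 70.0% and 78.0% with the paternal homolog only, and with *cis* thinned to *thom* the first was 71.7%.

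Without 3R, P_thom_(s)/P_cis_(s) was 0.566, 0.735, 0.886 and 0.925 at 1, 10, 100 and 1000 kb, and the matching separation was 7.67 kb. With same-strand pairs the ratio at 1 kb was 0.530, and mock over untreated at 1 kb was 0.995, below 1 as with the replicate block, where it was 0.9995. In regions of 100 to 200 kb the matching separations were 9.46 kb (tight) and 25.0 kb (loose). Disomy from raw read sides was 19.8%, 23.7%, 25.5% and 23.5% in untreated, mock, Slmb and TopII cells, and relative to the other arms it was 17.9% in untreated cells and 21.0% in Slmb RNAi. Unligated *thom* pairs under 500 bp were 0.344%. Contact of the ends of 2R and 3R was 29.6 in blocks of 200 kb and 5.08 in blocks of 1 Mb.

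For peaks and domains, limma called 0 lower in the main comparisons, with 25 and 45 peaks and 219 and 170 domains lower at an unadjusted p under 0.05, and no other tool was run. After Slmb RNAi, 4 peaks were called in the 120 kb window and 2 with the replicate block. After TopII RNAi, 15 peaks were called in the 120 kb window, and 1 with pseudocount 5, with observed over background of at least 2, with a mean of at least 20 *thom* pairs and with the replicate block. That 1 was in each case the peak of 3R bins 24624001 and 25200001, chosen after its values were seen. Domains with a mean of at least 200 *thom* pairs gave 1 call after Slmb RNAi and 3 after TopII RNAi, where fewer domains are tested, and the replicate block gave 15 lower and 1 higher after TopII RNAi and 0 after Slmb RNAi. With each library centred on its median, which fixes the median change near 0, limma called 0 domains. At an unadjusted p under 0.05, 59 were then lower and 35 higher after Slmb RNAi, and 23 lower and 37 higher after TopII RNAi.

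Leaving out 1 replicate gave a range of −1.05 to −1.02 for the threshold, −0.292 to −0.263 for APS of untreated cells, 20.8% to 22.8% for bins under the threshold, 57.8% to 59.0%, 19.7% to 20.3%, 14.9% to 16.0% and 5.80% to 6.61% for the shares of bins, 75.1% to 77.1% and 72.7% to 72.9% for boundaries, 17.6% to 17.8%, 20.3% to 21.4%, 21.8% to 22.4% and 19.0% to 21.3% for disomy, and 14.6 to 14.9 for 2R with 3R. Nonzero pixels were 40.2% to 41.7% for *thom* and 44.3% to 45.7% for *cis*, since a single replicate holds fewer pairs. Mock over untreated at 1 kb was 0.963 to 1.037, with 0.963 without mock replicate 2 and 0.990 without untreated replicate 2, both reversed. Loose minus tight was −0.080 without mock replicate 1 to 0.079 without Slmb replicate 2 for Slmb RNAi, and −0.073 without mock replicate 1 to 0.081 without TopII replicate 2 for TopII RNAi, and without mock replicate 2 it was −0.075 and −0.068, so that leaving out either mock replicate reversed it. A lone library is assumed in limma to vary like those of the other group. Calls of lower peaks were 0 to 1 after Slmb RNAi, with 1 without Slmb replicate 1 and another 1 without Slmb replicate 2, and 0 to 4 after TopII RNAi, with 4 without mock replicate 1, 2 without TopII replicate 1 and 1 without TopII replicate 2. Without Slmb replicate 1, 1 peak was called higher. APS differences from mock that moved by more than 1.5 times were those without mock replicate 1 (−0.061 for Slmb RNAi and −0.097 for TopII RNAi), without mock replicate 2 (−0.075 and −0.111) and without TopII replicate 2 (−0.271). APS of mock minus untreated ranged from −0.148 without mock replicate 1 to −0.023 without untreated replicate 1, with −0.134 without mock replicate 2.

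Depth limits the values per bin. APS of untreated cells fell as pairs were removed, so that pooled and single-replicate values are not on 1 level.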

Differences from the paper's values

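The alternatives in this part that were chosen only after values had been seen are the 120 kb window for peaks, the 40% rule for windows, the thinning to equal autosomal pairs and all alternatives for the shares of bins by PS and compartment.

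In tight regions of 200–400 kb, the *cis* separation at which contacts are as frequent as *thom* contacts at 1 kb was 8.46 kb, where the paper states 5 kb. Regions of 100–200 kb gave 9.46 kb, and leaving out a replicate gave 8.23 to 8.70 kb, none of which reached the paper's value. For tight regions, no value was computed without the arm that has the partial disomy, or with regions built at the paper's PS threshold. Over whole arms, leaving out that arm lowered the separation from 9.32 to 7.67 kb. Whether either setting would account for the difference in tight regions therefore stays open. The shares of boundaries found in the other map were 73.8% for *cis* and 74.9% for *thom*, where the paper states 81.5% and 89.1%. No alternative set before the data were examined reached these shares of the paper, with at most 78.6% and 78.0%.

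The PS threshold was −0.994, and the paper's is −0.71. None of the alternatives reached it. W = 2 bins gave −0.978, W = 5 bins −1.07, all pixels of the window and raw pair counts −3.00 each, leaving out a replicate −1.05 to −1.02, and the 40% rule, which was chosen after seeing the values, −1.01. The level from which PS is measured is not named in the paper's text.

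Spearman's correlation of PS with the *cis* eigenvector was 0.561, and the paper's is 0.71. All alternatives set before the data were examined stayed below the paper's value by more than the replicate SD. They gave 0.648 with all pixels of the window, 0.610 with 10 kb bins, 0.577 with W = 2 bins, 0.490 with W = 5 bins, 0.481 with PS minus CS, 0.242 with raw pair counts, and 0.495 and 0.509 without replicate 2 and replicate 1. The 40% rule, chosen after seeing the values, gave 0.560. The eigenvector was chosen by boundary density here and by the number of genes in the paper.

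Bins that are loose and in B-type compartments made up 16.5%, and the paper's share is 25.2%. No alternative for this share was set before the data were examined. Of those chosen after seeing the values, the paper's threshold gave 23.0% and W = 2 bins 19.2%, which are within 1.5 times of the paper's share. W = 5 bins gave 11.4%, the 40% rule 16.4%, and leaving out a replicate 14.9% to 16.0%, which are not. All pixels of the window gave 24.4% and raw pair counts 2.53%. In both the threshold lay at the clip of the fit, so that these shares cannot be set against the paper's.

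APS was −0.241 in untreated cells, −0.315 in mock RNAi and −0.450 in Slmb RNAi, where the paper shows about −0.27, about −0.33 and about −0.48 in Fig. 3f, read by eye. For untreated cells, leaving out replicate 2 gave −0.263, within the replicate SD of the paper's value, and the other alternatives did not come within it. For mock RNAi, thinning to the smallest library gave −0.327, as did thinning to equal autosomal pairs, which was chosen after seeing the values, and the other alternatives did not come within the SD. For Slmb RNAi no alternative did, the nearest being −0.50 without replicate 1. Next came −0.455 with the 40% rule, chosen after seeing the values, −0.454 with thinning to the smallest library, and −0.506 without replicate 2. The replicate SD takes no account of the error of reading the figure, which could cover these differences in APS. The paper prints the drops of APS with a percent sign, and on the log2 scale of APS they are 0.203 and 0.201 against untreated and 0.141 and 0.139 against mock, where the differences here fell by 0.209 and 0.245, and by 0.135 and 0.171. The paper's test of these differences took bins as replicates, and the exact permutation test here took libraries.

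The paper states that some *thom* interaction peaks were depleted after each knockdown. In windows of 40 kb, limma called 0 of 508 peaks lower after either knockdown, with 25 and 45 lower at an unadjusted p under 0.05, and no other tool was run. Among the alternatives set before the data were examined, the replicate block called 2 peaks lower after Slmb RNAi, and pseudocount 5, observed over background of at least 2, a mean of at least 20 *thom* pairs and the replicate block each called 1 after TopII RNAi. In the window of 120 kb, which the paper's methods state for loops and which was chosen after seeing the values, 4 and 15 peaks were lower. At many peaks that window also counts pairs near the diagonal, and windows of neighbouring peaks overlap.

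The paper proposes that each loose region of 200–400 kb is a single domain. Here 7 of 31 such regions held no *cis* boundary, with a median of 2 boundaries inside, and in regions of 100–200 kb 39 of 79 held none. The slope of P_cis_(s) from 30 to 100 kb was shallower in loose regions, at −0.61, than in tight regions, at −1.34, which is the direction the paper gives.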

Other observations

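The tests of depth, of 3R, of lanes, of the shared mock libraries, of pairs of short separation and of *cis* pairs at long-range peaks were chosen only after the result was seen, and the tests of random ligation, of read sides and of chimeric reads before. Of the values used, the APS differences from mock with libraries thinned to the smallest and without 3R were among the alternatives set beforehand.

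APS of mock RNAi was lower than that of untreated cells. When the untreated libraries were thinned to the number of mock pairs, APS was −0.310 on average over 5 draws, from −0.340 to −0.279, where mock had −0.315. The depth of the map may therefore account for this difference in APS. The median of PS minus CS behaved otherwise. It was −0.565 in the thinned untreated maps, from −0.571 to −0.562, and −0.604 in mock, so that depth alone does not give the median of mock. The treatment of mock cells and the way the libraries were sequenced remain open.

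APS of both knockdowns was below that of mock. With every library thinned to the same number of pairs the differences were −0.127 for Slmb RNAi and −0.161 for TopII RNAi, and at equal numbers of autosomal pairs −0.127 and −0.150, which argues against the number of pairs as the whole cause. The number of ligated *cis* pairs near the diagonal was not matched. Without 3R they were −0.124 and −0.157, which argues against the partial disomy of 3R. A difference between sequencing lanes or runs cannot be told apart from the treatments, since 0 lanes were shared by a knockdown and mock. The knockdown of the targeted genes remains an open explanation beside the lane, and it was not tested against it.

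The fall of P_thom_(s)/P_cis_(s) at 10 kb relative to mock was 8.25% for Slmb RNAi and 9.67% for TopII RNAi. If *thom* pairs of mock at 10 kb came from random ligation between nuclei at the frequency of *thet* contacts, these would make up 0.0530% of them, far less than either fall. Pairs rescued from chimeric reads were 39.5% of pairs in untreated cells, 22.9% in mock, 21.4% in Slmb RNAi and 21.9% in TopII RNAi. Among pairs of 2 linear alignments alone, the quotient over mock at 10 kb was 0.916 for Slmb RNAi and 0.904 for TopII RNAi, and that of mock over untreated at 1 Mb was 0.903, so that the share of rescued pairs does not give these differences. The lane stays open here as well.

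The lower ratio came with a higher share of *cis* pairs among ligated autosomal pairs. For pairs at least 1 kb apart, *cis* pairs made up 49.5% in mock, 51.3% in Slmb RNAi and 52.2% in TopII RNAi, and *thom* pairs 36.5%, 35.7% and 35.4%. The replicates of mock did not overlap with those of either knockdown in the share of *cis* pairs. In the share of *thom* pairs they did not overlap with Slmb RNAi and overlapped with TopII RNAi, and among pairs at least 10 kb apart they overlapped with both. At that separation the *thom* shares of replicates 1 and 2 were 36.1% and 36.8% in mock, 35.5% and 36.2% in Slmb RNAi, and 34.1% and 37.0% in TopII RNAi. Replicate 2 was thus the higher in each, and the overlap with Slmb RNAi is seen only when replicate numbers are not used as a replicate block. The share of *thet* pairs and pairs between the arms of 1 chromosome overlapped with mock for both knockdowns. At 1 kb or more it was 14.7% and 13.3% in mock replicates 1 and 2, 13.7% and 12.3% in Slmb RNAi, and 14.1% and 10.5% in TopII RNAi. Replicate 2 was the lower in each condition, and each knockdown replicate was below the mock replicate of its number. The overlap in this share is thus seen only when replicate numbers are not used as a replicate block. Among pairs at least 10 kb apart the share of *cis* pairs was still higher by 1.88 percentage points after Slmb RNAi and by 2.80 after TopII RNAi, which argues against short separations as the source. Whether *cis* contacts rose or other contacts fell cannot be read from shares.

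The changes of domains after Slmb RNAi and TopII RNAi were correlated across domains at 0.472. Simulated libraries without any change, compared with shared mock libraries, gave a mean correlation of 0.465, and 41 of 100 simulations reached the observed value. The correlation is consistent with the shared mock libraries alone. For peaks the observed correlation was 0.464, the simulated mean was 0.476 and 62 of 100 simulations reached the observed value.

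PS could rise with the eigenvector if both followed the number of read sides in a bin. With the number of read sides held fixed, the partial Spearman correlation was 0.562, against 0.561 without. The difference of PS near and far from *cis* boundaries was at least 0.125 in each of 3 groups of bins by read sides and at most 0.274. Both values argue against the number of read sides as the cause. The density of SNVs and sequence composition were not tested, and the design holds no condition that bears on these patterns.

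Of the 508 peaks, 5 joined loci at least 500 kb apart. They held 753 *thom* pairs in mock, 529 after Slmb RNAi and 534 after TopII RNAi. Relative to all *thom* pairs at least 10 kb apart, their number changed by −24.9% and −27.7%, and each knockdown library was below each mock library. If contact were lost between homologs alone, the *cis* pairs of these peaks would stay. They changed by −17.1% after Slmb RNAi and −17.6% after TopII RNAi, again with each knockdown library below each mock library. The single peaks did not all move alike. On 3L, bins 14008001 and 14760001 changed by 0.27 log2 units in *thom* after Slmb RNAi. On 2L, bins 920001 and 2672001 changed by −0.42 in *thom* after TopII RNAi, while their raw *cis* pairs went from 97 and 105 in the mock replicates to 100 and 109. The TopII libraries held more *cis* pairs at least 10 kb apart, 2194227 and 2326720 against 2003168 and 2240414, so that these counts show no rise. Both peaks were chosen after their values were seen, and the peak on 2L shares a bin with another of the 5. Because these few peaks were grouped after their changes had been seen, a loss of contact between homologs alone and a loss on either homolog cannot be told apart, and the lane stays open. By separation, the median log2 change of *thom* over expected was −0.33 and −0.42 in these 5 peaks, −0.06 and −0.01 in the 30 peaks of 200 to 500 kb, −0.08 and −0.13 in the 83 peaks of 100 to 200 kb, and −0.00 and −0.08 in the 390 peaks of 64 to 100 kb, so that the change did not follow separation step by step.

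Pairs with the same positions and strands in 2 libraries were counted relative to the smaller library's autosomal pairs without *cis* pairs under 1 kb. They made up 0.0104% to 0.0170% between replicates of a condition and 0.0103% to 0.0208% between conditions.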
